# Dickkopf-1 promotes tumor progression of gefitinib- resistant non-small cell lung cancer through cancer cell-fibroblast interactions

**DOI:** 10.1186/s40164-025-00616-9

**Published:** 2025-03-01

**Authors:** Munkyung Choi, Yong June Choi, Young Joo Lee, Yujeong Lee, Jin-Haeng Chung, Keon Wook Kang

**Keywords:** Dickkopf-1, Cancer-associated fibroblast, Gefitinib-resistance, Intercellular interaction, Tumor microenvironment

## Abstract

**Background:**

Cancer cell-secreted proteins play a critical role in tumor progression and chemoresistance by influencing intercellular interactions within the tumor microenvironment. Investigating the intratumoral functions of these secretory proteins may provide insights into understanding and treating chemoresistant cancers. This study aims to identify potential anticancer target(s) in gefitinib-resistant non-small cell lung cancer (NSCLC), with a focus on secretory proteins and their effects on intercellular interactions.

**Methods:**

Differentially expressed secretory proteins were identified in gefitinib-resistant human NSCLC cell lines (PC9-GR and HCC827-GR), revealing an elevation in Dickkopf-1 (DKK1) expression and secretion. To elucidate the role of DKK1 in gefitinib-resistant cancer, the anticancer effects of a neutralizing antibody against DKK1 were evaluated in tumors comprising either cancer cells alone or cancer cells co-injected with human lung fibroblasts (MRC-5). Following the confirmation of the importance of cancer cell-fibroblast interactions in the protumorigenic activity of DKK1, the fibroblast traits modulated by DKK1 were further analyzed.

**Results:**

Gefitinib-resistant NSCLC cells exhibited increased DKK1 protein expression. Although elevated DKK1 levels were linked to poor prognosis, DKK1 did not directly affect cancer cell proliferation. However, DKK1 blockade showed significant anticancer effects in gefitinib-resistant tumors containing lung fibroblasts, suggesting that DKK1’s pro-tumorigenic roles are mediated through cancer cell-fibroblast interactions. DKK1 altered fibroblast characteristics, enhancing inflammatory fibroblast traits while diminishing myofibroblast traits in tumor microenvironment. These DKK1-induced changes were mediated via activation of the c-JUN pathway in fibroblasts. Moreover, DKK1 was identified as a potential anticancer target across various cancer types beyond gefitinib-resistant lung cancer.

**Conclusions:**

This study clarifies that DKK1 mediates interactions between cancer cells and fibroblasts in gefitinib-resistant lung cancer, contributing to tumor progression. Therefore, we propose DKK1 as a promising anticancer target for the treatment of gefitinib-resistant NSCLC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40164-025-00616-9.

## Background

Cancer cells are known to actively secrete a variety of molecules, including growth factors, cytokines, and components of the extracellular matrix. These secreted molecules differ significantly from those of normal cells and have been documented across various cancer types [1]. The tumor microenvironment is composed of diverse cell types such as fibroblasts, endothelial cells, and immune cells, which interact to create a tumor-favorable environment [2]. Secreted proteins from cancer cells play critical roles in these intercellular interactions, influencing the properties and behavior of surrounding cells. For example, they can induce cancer stem cell transformation [3], activate fibroblasts to produce extracellular matrix and cytokines [4], and modify immune cells to adopt immune-suppressive phenotypes [5]. Thus, characterization of cancer cell-secreted proteins could be essential for understanding the tumor microenvironment and developing effective anticancer therapies.

Gefitinib, a tyrosine kinase inhibitor (TKI) targeting the epidermal growth factor receptor (EGFR), faces significant challenges due to the development of resistance. Third-generation TKIs, like osimertinib, have been developed to overcome resistance caused by the T790M mutation in *EGFR* gene [6]. Recent studies have also focused on overcoming EGFR-TKI resistance [7, 8]. These studies were based on the previous researches about resistant mechanisms to EGFR-TKIs. For example, co-targeting alternatively activated pathways, such as MET amplification, has demonstrated an enhanced anti-tumor effect of gefitinib [9]. However, despite these advancements, resistance to TKIs remains a significant challenge, necessitating further research particularly in cancer cells resistant to osimertinib or those lacking the T790M mutation. Investigating the changes in the characteristics of resistant cancer cells independent of EGFR signaling is crucial for this effort. Gefitinib-resistant cancer cells are known to exhibit alterations in metabolic characteristics [10, 11], intracellular signaling pathways [12], and the tumor microenvironment [13]. Among them, the tumor microenvironment, in particular, supports cancer cell survival through the distribution of growth factors, extracellular matrix components, and intratumoral immune cells [13, 14]. It also plays a pivotal role in determining the efficacy of immunotherapy drugs commonly used in lung cancer treatment [15]. Hence, studying the characteristics of the tumor microenvironment in gefitinib-resistant cancer could provide valuable insights. Chemo-resistant cancers often exhibit a unique secretome. These secretory proteins can directly contribute to anticancer drug resistance by physically blocking drug access or altering cancer cell properties [16]. Indirectly, they may influence anticancer drug resistance by modifying the characteristics of various intratumoral cells [16]. Therefore, understanding the secreted proteins in gefitinib-resistant cancer can is critical for comprehending the tumor microenvironment and guiding therapeutic strategies.

Here, we propose Dickkopf-1 (DKK1) as a key secretory protein influencing the tumor microenvironment in gefitinib-resistant cancer. Initially identified as an inhibitor of β-catenin-dependent Wnt signaling, DKK1 inhibits this pathway by competitive binding to LRP5/6, a Wnt receptor [17]. Subsequent studies have revealed that DKK1 is involved in additional signaling pathways. DKK1 promotes Wnt binding to Frizzled, another Wnt receptor, thereby activating the c-JUN pathway. It can also activate the AKT pathway by binding to CKAP4, a DKK1 receptor [18]. Recent studies have shown that DKK1 expression is elevated in many cancer types and contributes to tumor growth [19]. DKK1 has been implicated in inducing cancer stem cell transformation [20, 21] and modulating the immune environment to favor tumor progression by directly suppressing the activity of immune cells such as T lymphocytes [22]. In this study, we hypothesized that the increased expression of DKK1 in gefitinib-resistant non-small cell lung cancer (NSCLC) cells contributes to tumor progression. We aimed to investigate the previously unknown effects of DKK1 on fibroblasts within tumors. Collectively, we propose DKK1 as a potential anticancer target for the treatment of gefitinib-resistant NSCLC.

## Methods

### Cell culture

Human NSCLC cell lines (PC9 and HCC827), human breast cancer cell line (T47D), human prostate cancer cell line (PC3), mouse breast cancer cell line (4T1) were cultured in RPMI-1640 medium with 10% fetal bovine serum and 1% penicillin/streptomycin. Human breast cancer cell line (MDA-MB-231) and human kidney epithelial cell line (HEK293T, Ampho-phoenix) were cultured in Dulbecco’s modified Eagle’s medium (DMEM)/high glucose with 10% fetal bovine serum and 1% penicillin/streptomycin. Gefitinib-resistant cell lines were established in the previous study [23]. To generate over-expressing cell lines, cells were transduced with lentivirus. Lentivirus particles were generated using HEK293T cells transformed with psPAX2 (a gift from Didier Trono, Addgene plasmid #12260; http://n2t.net/addgene:12260; RRID: Addgene_12260), pMD2.G (a gift from Didier Trono, Addgene plasmid #12259; http://n2t.net/addgene:12259; RRID: Addgene_12259) and pLenti-C-Myc-DDK-IRES-NEO (Origene, Rockville, MD, USA) cloned with ORF sequence. DKK1 ORF clone was provided from Korea Human Gene Bank, Medical Genomics Research center, KRIBB, Korea. To generate knock-down cell lines, cells were transduced with retrovirus. Retrovirus particles were generated using Ampho-phoenix cell transformed with pGFP-V-RS (Origene) cloned with shRNA sequence. After transduction, stable cells were selected with proper antibiotics.

### Antibodies

Antibodies targeting active β-catenin (8814 S), LaminA/C (2032 S), p-AKT (9271 S), p-JNK (9251 S), p-c-JUN (9261 S), mTOR (2983 S), p-mTOR (5536 S), p70s6K (9202 S), p-p70s6K (9234 S), p-GSK3β (9336 S) were purchased from Cell Signaling Technology (Danvers, MA, USA). Antibodies targeting β-catenin (sc-7963), AKT (sc-5298), c-JUN (sc-1694), GSK3β (sc-9166) were purchased from Santa Cruz Biotechnology (Dallas, TX, USA). Antibodies targeting DKK1 (10170-R015, SinoBiological, Beijing, China), glyceraldehyde 3-phosphate dehydrogenase (GAPDH, CB1001, Merck Millipore, Burlington, MA, USA), JNK (3496-1, Epitomics, Burlingame, CA, USA), Col1a1 (PB9938, Boster Biological Technology, Pleasanton, CA, USA), α-smooth muscle actin (α-SMA, A5228, Sigma-Aldrich, St. Louis, MO, USA) were used. Neutralization antibodies for animal experiments (IgG4 and DKN-01) were provided from Leap Therapeutics (Cambridge, MA, USA). CCL2 antibody used in immunohistochemistry was purchased from Sigma-Aldrich (MABN712, St. Louis, MO, USA).

### Western blot

For western blot analysis, whole cell or tissue lysates were obtained using cell lysis buffer (10 mM Tris, 100 mM NaCl, 1 mM EGTA, 10% Glycerol, 1% TritonX-100, and 30 mM sodium pyrophosphate). After boiling at 100℃ for 5 min, the prepared protein samples were used for sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) [24]. After SDS-PAGE, the separated proteins were transferred to nitrocellulose membranes (GE healthcare, Chicago, IL, USA). The membranes were blocked with 5% skim milk in phosphate-buffered saline (PBS) and then incubated with primary antibodies at 4℃ overnight. Next day, the membranes were washed three times with PBS and incubated with secondary antibodies at room temperature for 1 h. Western Chemiluminescent HRP Substrate (Merk Millipore) was used to detect Chemiluminescence signal.

### Cytokine array

Cytokine array was performed using Proteome Profiler Human XL Cytokine Array Kit (ARY022B, R&D systems, Minneapolis, MN, USA). Cells were plated on 6-well plate for 24 h, and cell culture supernatant was collected for cytokine array.

### Cell proliferation and cell migration assays

To evaluate cell proliferation rate, cells were seeded on 96-well plate. Cell confluency was measured every 4 h with IncuCyte S3(Essen Bioscience, Ann Arbor, MI, USA). Migratory phenotype was assessed by transwell or wound healing assay. For transwell assay, 3,000 cells in serum free media were seeded on the top transwell, and culture media with 10% FBS was loaded in the bottom chamber. The migrated cell number was counted every 4 h using IncuCyte Zoom (Essen Bioscience). For wound healing assay, cells were seeded on 96-well plate with 100% confluency and scratched with 96-well WoundMaker (Essen Bioscience). The wound confluency was measured every 4 h using IncuCyte Zoom.

### Reporter gene assay

pGL4.10 plasmid (Origene) was cloned with − 1000 to + 150 upstream sequence of human *DKK1* gene. Cells were transfected with the reporter plasmid and pGFP-V-RS (transfection efficiency control). After 24 h, GFP intensity were detected by IncuCyte S3 (Essen Bioscience), and then cells were lysed for the further evaluation of luciferase reporter activity. Dual luciferase assay kit (Promega, Madison, WI, USA) was used for reporter assay.

### In vivo experiments

All animal experiment procedures were approved by the Institutional Animal Care and Use Committee of Seoul National University (Approval #: SNU-220907-5-2, SNU-231031-2, SNU-211025-2, SNU-241108-4). Balb/c or Balb/c nude mice were purchased from Raon Bio (Yongin, Korea), and maintained in specific pathogen-free condition in Animal Center for Pharmaceutical Research at Seoul National University. For flank tumor models, 5 × 10^6^ HCC827-GR in the presence or absence of 5 × 10^6^ MRC-5 and 1 × 10^6^ of 4T1-Lv con or 4T1-mDKK1 OE cells were diluted in Dulbecco’s-PBS (dPBS), and injected subcutaneously. Tumor volume were measured every three days and calculated with (width^2^ x height)/2 and the experiments were terminated when tumor volume reached to maximal size(2cm^3^). In case of DKN-01 treatment study, mice were injected with IgG4 or DKN-01(10 mg/kg, twice a week) intraperitoneally. For tail-vein injection model, 6 × 10^5^ 4T1-LV con or 4T1-mDKK1 OE cells were diluted in dPBS and injected intravenously. After 14 days from tumor injection, the number of tumor nodule in lung was measured.

### 3D-spheroid assay

To form 3D-spheroid, 5,000 cells were plated on the ultra-low attachment round-bottom 96-well plate and centrifuged for 300 RCF for 5 min. After the formation of 3D-spheroid, the spheroids were incubated in RPMI-1640 medium with 10% fetal bovine serum and 1% penicillin/streptomycin and the volumes were measured every day and calculated with (width^2^ x height)/2 for 6 or 7 days.

### RNA isolation, RNA sequencing and quantitative reverse transcriptase-polymerase chain reaction (qRT-PCR)

Cells were lysed with TRIZOL reagent (Thermo Fisher Scientific, Waltham, MA, USA) at room temperature for 10 min. Chloroform was added to cell lysate and mixed vigorously for 15 s. The mixture was incubated for 2 min to separate aquatic layer. To clarify layers, samples were centrifuged at 4℃, 12,000 RCF for 15 min. The separated aquatic layer containing total RNA was precipitated with isopropanol for 20 min. The precipitated total RNA pellets were washed with 75% ethanol and prepared with RNA-free diethyl pyrocarbonate (DEPC) treated water. Prepared total RNA was used for further experiments. For RNA sequencing, all processes were performed by Macrogen (Seoul, Korea). For each sample, a library was independently prepared using 1 µg of total RNA with the Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, Inc., #20020595, San Diego, CA, USA). The process began with purifying poly-A containing mRNA molecules using poly‐T-attached magnetic beads. The purified mRNA was then fragmented into small pieces using divalent cations at elevated temperatures. The fragmented RNA was reverse transcribed into first strand cDNA using SuperScript II reverse transcriptase (Invitrogen, #18064014, Waltham, MA, USA) and random primers. Second strand cDNA synthesis followed, utilizing DNA Polymerase I, RNase H, and dUTP. The cDNA fragments underwent end repair, addition of a single ‘A’ base, and adapter ligation. The products were purified and amplified by PCR to produce the final cDNA library. Libraries were quantified using KAPA Library Quantification kits for Illumina Sequencing platforms, following the qPCR Quantification Protocol Guide (KAPA BIOSYSTEMS, #KK4854, Wilmington, MA, USA), and their quality was assessed using TapeStation D1000 ScreenTape (Agilent Technologies, #5067–5582, Santa Clara, CA, USA). The indexed libraries were then submitted to an Illumina NovaSeq (Illumina) for paired-end (2 × 100 bp) sequencing. GSEA analysis was performed using GSEA v.4.3.2 [25, 26]. Gene ontology analysis is performed using gProfiler [27]. For qRT-PCR, cDNA was prepared with Maxime RT PreMix kit (iNtRON, Seoul, Korea). qRT-PCR was performed using cDNA with iQ™ SYBR^®^ Green Supermix (Bio-Rad, Hercules, CA, USA).

### Immunocytochemistry

Cells were seeded on cover glass and fixed with 4% paraformaldehyde. The fixed cells were permeabilized with 0.1% Triton X-100 for 15 min and then blocked with 1% bovine serum albumin in dPBS for 1 h. The blocked samples were incubated with primary antibody overnight and washed for three times before the following incubation with fluorophore-conjugated secondary antibody. ProLong Gold Antifade Mountant (Life technologies, Carlsbad, CA, USA) was used for mounting samples on the slide gasses. The images were produced with confocal microscope Leica TCS SP8 MP (Leica Microsystems, Wetzlar, Germany).

### Public data analysis

GSE121634 data set was obtained from NCBI GEO database and analyzed [28, 29]. The expression profile of DKK1 protein in lung cancer patient was obtained from oncoDB [30]. Overall survival rate of DKK1 low- or high-patients were obtained from Kaplan-Meier Plotter [31, 32]. DKK1 protein expression and gene dependency data were analyzed using DepMap [33–37]. Graphic images are Created with BioRender.com.

### Statistical analysis

Unpaired Student’s t-test or one-way analysis of variance (ANOVA) followed by the Tukey’s test was used for statistical analysis using GraphPad PRISM software (GraphPad Software Inc., San Diego, CA, USA). P-value < 0.05 were considered statistically significant.

## Results

### Identification of DKK1 as a key secretory protein in gefitinib-resistant NSCLC cells

Gefitinib-resistant (GR) variants of two NSCLC cell lines, PC9 (PC9-GR) and HCC827 (HCC827-GR), were previously established through prolonged gefitinib exposure [23] (supplementary Figure S1A). Given that chemoresistance can be shaped by the tumor microenvironment (TME) [38, 39], we hypothesized that the gefitinib-resistant cells (GR cells) might create a distinct TME compared to their parental cells. To investigate this, we focused on identifying differentially expressed secretory proteins in GR cells. A cytokine array analysis of PC9 and PC9-GR cells identified five candidate proteins (DKK1, EGF, IGFBP-3, IL-8, and ST2) that were highly upregulated in GR cells (Fig. 1A). Subsequent RNA sequencing of HCC827 and HCC827-GR cells revealed that among these proteins, only DKK1 was consistently overexpressed in both GR cell lines (Fig. 1B). This finding was confirmed by elevated DKK1 mRNA levels (Fig. 1C) and increased DKK1 protein secretion in the supernatant of both GR cell lines (Fig. 1D). In addition, analysis of public data (GSE121634) [28, 29] demonstrated increased DKK1 expression in lung cancer cells resistant to another EGFR-TKI, erlotinib, in HCC827 and HCC4006 cells. These data collectively suggest that GR cells consistently express and secrete high levels of DKK1 protein.

**Fig. 1:**
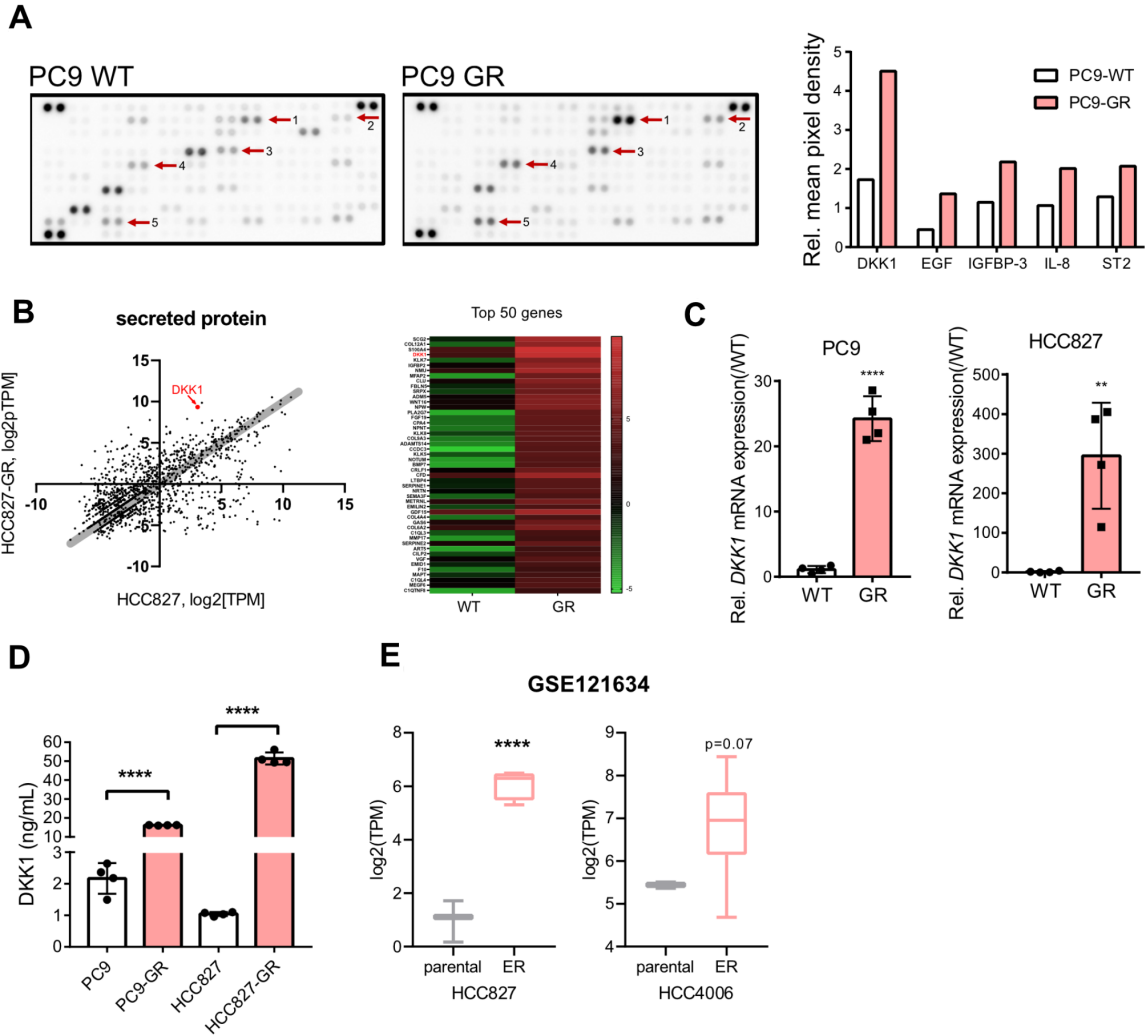
Enhanced DKK1 expression and secretion in gefitinib-resistant NSCLC cells (**A**) Cytokine array using PC9 and PC9-GR cell culture supernatant. (**B**) mRNA levels(left) and top 50 differentially expressed genes(right) among secreted protein genes between HCC827 and HCC827-GR. (**C** and **D**) *DKK1* mRNA (**C**) and protein levels (**D**) in PC9, PC9-GR, HCC827, and HCC827-GR. **(E)** DKK1 expression of HCC827 and HCC4006 compared with their erlotinib-resistant cells (ER). Data from GSE121634. All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001

### DKK1 expression in GR cells is independent of acute EGFR signaling Inhibition

It has been reported that DKK1 expression is regulated by the β-catenin/TCF transcription complex, indicating a negative feedback loop in Wnt signaling and DKK1 expression [40]. Given the crosstalk between Wnt and EGFR signaling pathways [41], we hypothesized that DKK1 overexpression in GR cells might be a consequence of EGFR inhibition by gefitinib. To test whether DKK1 is induced by acute gefitinib exposure, PC9 and HCC827 cells were treated with gefitinib at concentrations that did not affect cell proliferation at 24 h (100 nM) or the concentration used for maintaining GR cells (1 µM). Neither DKK1 mRNA levels nor secreted DKK1 protein levels increased following gefitinib treatment in parental cells; rather, DKK1 secretion decreased (supplementary Figure S2A and S2B). These results can be explained by EGFR activity influencing post-translational regulation of β-catenin, where EGFR signaling inhibits GSK-3β, which in turn prevents β-catenin degradation [42]. Thus, the downregulation of EGFR signaling may result in the activation of GSK-3β and the subsequent degradation of β-catenin. Indeed, gefitinib treatment decreased phosphorylation of GSK-3β and reduced β-catenin protein levels in PC9 and HCC827 cells (supplementary Figure S2C).

### Adaptive phenotype of GR cells upregulates β-catenin transcriptional activity and DKK1 expression

Given that DKK1 overexpression in GR cells is not driven by EGFR inhibition, we hypothesized that it represents an adaptive response to prolonged gefitinib exposure. Since DKK1 transcription is activated by β-catenin, we tested whether β-catenin drives DKK1 transcription in GR cells. We constructed a luciferase reporter driven by the DKK1 promoter (-1000 to + 150 bp), which contains four TCF binding elements (TBE) to which the β-catenin/TCF transcription complex binds. The reporter exhibited increased activity in PC9-GR and HCC827-GR cells compared to their parental cells, indicating elevated β-catenin activity in GR cells (Fig. 2A). In addition, we performed Chromatin IP assay using non-phosphorylated(active) β-catenin antibody and primers target DKK1 promoter region containing TBE sites (proximal: −138 ~ − 43 / distal: −874 ~ − 781) [40]. As a result, distal region of DKK1 promoter was more precipitated by β-catenin antibody compared to IgG control indicating that β-catenin binds to DKK1 promoter, especially distal region containing TBEs (Fig. 2B). Since the protein stability of β-catenin is an important regulatory mechanism for β-catenin activity, we next attempted to determine whether the amount of β-catenin protein increased in GR cells. Although total β-catenin levels were reduced in GR cells (Fig. 2C), the proportion of active (dephosphorylated) β-catenin was higher (Fig. 2D). Immunofluorescence and immunoblotting after nuclear/cytosolic fractionation confirmed increased nuclear localization of active β-catenin in GR cells (Fig. 2E and F). Additionally, mRNA levels of several β-catenin target genes (*MYC*,* CCND1*,* MCT1*) were elevated in GR cells (Fig. 2G). Treatment with the β-catenin/TCF inhibitor ICG-001 reduced DKK1 mRNA and protein expression in GR cells (Fig. 2H and I), confirming that enhanced β-catenin transcriptional activity is responsible for high DKK1 expression in these cells.

**Fig. 2:**
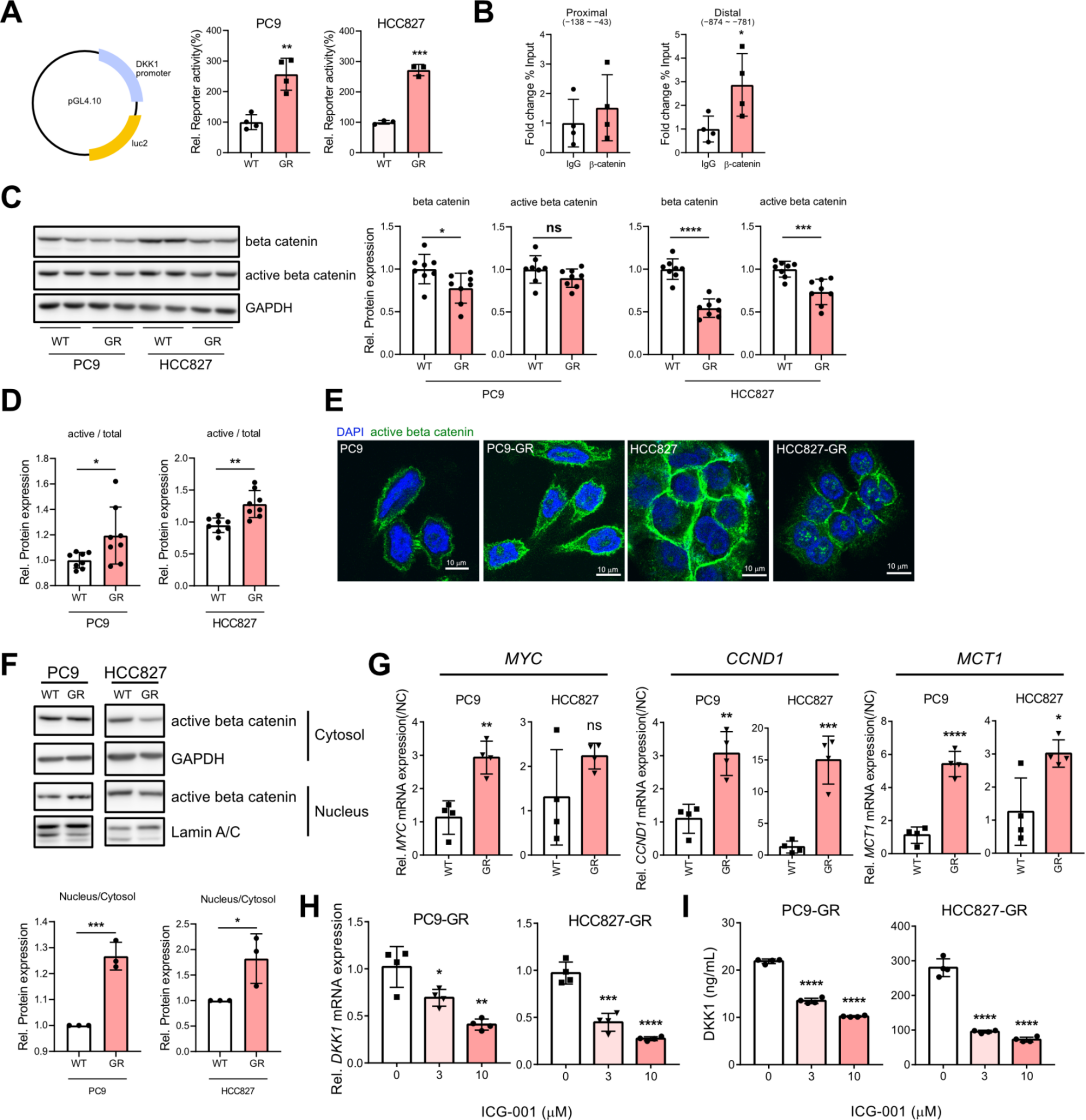
Enhanced transcriptional activity of β-catenin in gefitinib-resistant NSCLC cells. (**A**) Structure of DKK1 promoter reporter plasmid (left). The reporter activity of DKK1 promoter in gefitinib-resistant NSCLC cells(right). (**B**) Chromatin IP assay using non-phosphorylated(active) β-catenin antibody. Precipitated DNA was amplified by qPCR using primers target DKK1 promoter region containing TBE sites (proximal: −138 ~ − 43 / distal: −874 ~ − 781). Each points in bar graphs represent technical replicates. (**C**) Total and active β-catenin protein levels in PC9 and HCC827 parental and gefitinib-resistant cells. (**D**) Protein expression ratio of active/total β-catenin in gefitinib-resistant NSCLC cells. (**E**) Intracellular locations of active β-catenin (green) in PC9, PC9-GR, HCC827, and HCC827-GR. (**F**) Protein levels of active β-catenin in the cytosolic or nuclear fraction (top) and nucleus/cytosol expression ratio (bottom) of gefitinib-resistant NSCLC cells. (**G**) mRNA expression levels of β-catenin downstream genes. (**H** and **I**) mRNA expression level(**H**) and secreted protein level (**I**) of DKK1 in PC9-GR and HCC827-GR treated with ICG-001 for 24 h. All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001

### DKK1 blockade does not affect EGFR-TKI sensitivity and GR cell proliferation

Since GR cells express and secrete a high level of DKK1, we first tested whether DKK1 is involved in gefitinib sensitivity of GR cells. Despite the high levels of DKK1 in GR cells, it did not influence gefitinib resistance. Neither treatment with recombinant DKK1 protein nor manipulation of DKK1 expression altered gefitinib sensitivity in PC9 and HCC827 cells (supplementary Figure S3A-C). Thus, the enhanced expression of DKK1 itself may not be related to gefitinib resistance.

DKK1 has been reported to show increased expression in patients with various types of cancer and to be associated with malignancy of cancer [19]. Public data analysis using OncoDB [30] showed that mRNA expression of DKK1 was increased in LUAD patients (Fig. 3A). Furthermore, Kaplan-Meier Plotter analysis [31, 32] confirmed that the survival rate showed the negative correlation with DKK1 expression levels in patients treated with chemotherapy and radiotherapy (Fig. 3B). Therefore, we next tried to determine whether DKK1 promotes the cell proliferation of GR cells. DKK1 blockade with a neutralizing antibody did not affect GR cell proliferation (Fig. 3C), nor did DKK1 knockdown reduce GR cell growth (Fig. 3D). *DKK1* gene dependency analysis using Depmap database [33–37] also confirmed that neither CRISPR knockout nor RNA interference induced cell death in various cancer cell lines (Fig. 3E). Next, we tried to assess any changes in DKK1-mediated three downstream pathways in GR cells. Similarly, all of β-catenin pathway, c-JUN pathway, and CKAP4-AKT pathway were not altered by DKK1 knock-down or DKK1 neutralizing antibody in GR cells (supplementary Figure S4A and S4B). In agreement with these results, in vivo injection of DKN-01, a DKK1 neutralizing antibody, did not reduce tumor volume or weight in a subcutaneous xenograft model of HCC827-GR (Fig. 3F). Thus, DKK1 blockade does not directly affect GR cancer cell growth.

**Fig. 3:**
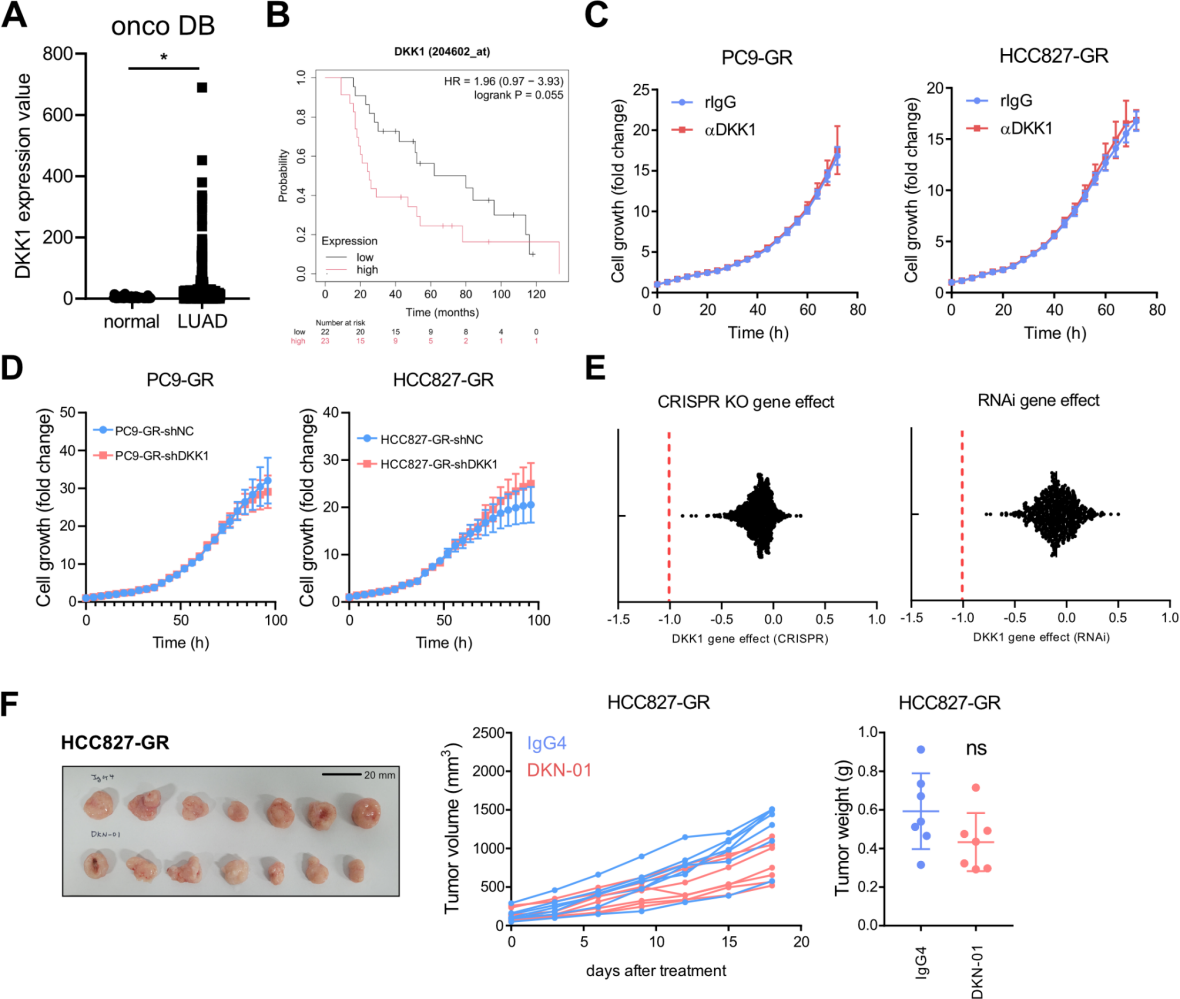
No effect of DKK1 blockade on proliferation and tumor growth of gefitinib-resistant NSCLC cells. (**A**) Expression values of DKK1 in healthy and lung adenocarcinoma (LUAD) patients. Data were collected from oncoDB. (**B**) The overall survival rate of DKK1-low or DKK1-high LUAD patients treated with chemotherapy and radiotherapy. Data were collected from Kaplan-Meier Plotter. (**C**) PC9-GR and HCC827-GR cell proliferation after treatment of 4 µg/mL DKK1 neutralization antibody. (**D**) Cell proliferation rate of PC9-GR and HCC827-GR expressing DKK1 shRNA. (**E**) DKK1 gene dependency of a variety of cancer cell lines. CRISPR knock-out and RNAi knock-down gene effect data were collected from Depmap. (**F**) Tumor volume and weight of HCC827-GR xenograft model (*n* = 7/group). Tumor-bearing mice were administered intraperitoneally with IgG4 or DKN-01 (10 mg/kg) twice a week. All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001

### DKK1’s role varies with tumor location

Although DKK1 blocking did not reduce subcutaneous tumor growth, patients with high DKK1 expression exhibit poorer survival (Fig. 3A and B). We hypothesized that this discrepancy might be due to differences in tumor location. To assess this, DKK1 overexpressing mouse cancer cells (4T1-mDKK1 OE) were generated using 4T1 mouse mammary cancer cell line, which has undetectable DKK1 secretion (Fig. 4A). Consistent with previous results, 4T1-mDKK1 OE did not show any changes in cell proliferation or migration ability compared to parental cells (Fig. 4B-D). However, in vivo, DKK1 overexpression significantly increased tumor engraftment in the lung, but did not affect tumor growth of the subcutaneously implanted cancer cells (Fig. 4E-F). This suggests that DKK1’s pro-tumor effects are dependent on the lung microenvironment.

**Fig. 4:**
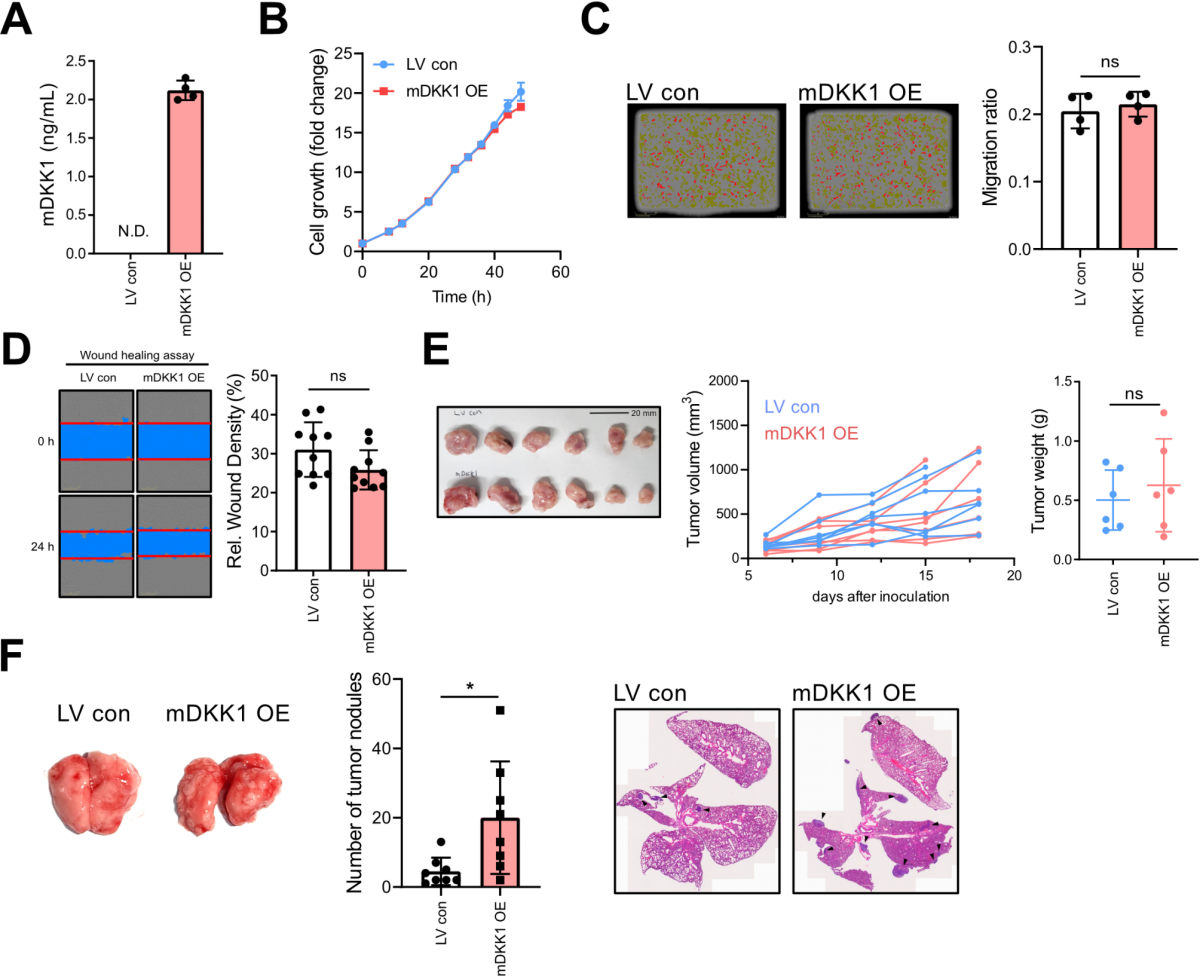
The influence of lung environment on the effect of DKK1 on tumor formation. (**A** and **B**) mDKK1 protein levels of cell supernatant(**A**) and cell proliferation rate(**B**) of 4T1-LV con and 4T1-mDKK1 OE. (**B**) Cell proliferation rate. (**C** and **D**) Cell migration was measured by transwell migration assay (**C**) and scratch wound healing assay (**D**). (**E**) Tumor volume and weight of subcutaneously implanted tumor with 4T1-LV con or 4T1-mDKK1 OE (*n* = 7/group). (**F**) Number of tumor nodules in the lungs following tail-vein injection of 4T1-LV con or 4T1-mDKK1 OE (left). Representative H&E staining images for each group (right)(*n* = 8/group). All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001

### DKK1 blockade effectively reduces tumor growth in fibroblast-containing GR cells

Given that DKK1 is a secreted protein, we hypothesized GR cell-derived DKK1 influences other cell types within the TME. Among various cell types in TME, we focused on fibroblasts, which are abundant in the lung. Cancer-associated fibroblasts (CAFs) in the TME can be derived from variant types of cells including resident fibroblasts, endothelial cells, and mesenchymal stem cells. In NSCLC, CAFs can be originated from the resident lung fibroblasts [43].

To assess whether lung fibroblasts promote GR tumor growth, we compared the growth of 3D spheroids composed of GR cells alone or GR cells co-cultured with the human lung fibroblast cell line, MRC-5. Co-culturing HCC827-GR with MRC-5 significantly increased spheroid growth (Fig. 5A). To examine the function of MRC-5 on cancer cell proliferation, GFP-expressing PC9-GR was co-cultured with MRC-5. Cell proliferation of PC9-GR detected by GFP area was elevated by MRC-5 co-culture (Fig. 5B). Moreover, bleomycin (5 µg/mL)-induced cytotoxicity was diminished by MRC-5 co-culture (Fig. 5C). In vivo co-injection of GR cells with MRC-5 resulted in larger tumors compared to GR cells alone (Fig. 5D). These results indicate that lung fibroblast can promote the growth of GR tumors. To investigate DKK1’s role in this interaction, we generated DKK1-overexpressing HCC827 cells (HCC827-DKK1 OE) (Fig. 5E). Consistent with previous data, HCC827-DKK1 OE showed a similar cell proliferation rate to parental cells (Fig. 5F). HCC827-LV con spheroid co-cultured with MRC-5 did not induce the changes of spheroid volume ratios relative to 1 day. However, in case of HCC827-DKK1 OE, spheroid volume ratios relative to 1 day were higher in MRC-5 co-cultured group (Fig. 5G). Conversely, DKK1 knockdown in HCC827-GR cells reduced the enhanced spheroid growth rate induced by MRC-5 co-culture (Fig. 5H). These results indicate the important role of DKK1 in facilitating cancer cell-fibroblast interactions and subsequent tumor growth.

Given that the minimal anti-tumor effect of DKN-01 in the HCC827-GR subcutaneous tumor model might be due to the absence of lung fibroblasts, we tested the antibody in an HCC827-GR/MRC-5 co-injection xenograft model. Treatment with DKN-01 significantly reduced tumor volume and weight compared to IgG4-treated control group (Fig. 5I). Additionally, we confirmed that the tumor reducing effect of DKN-01 is due to specific inhibition of DKK1, as DKN-01 did not decrease tumor volume of HCC827-GR-shDKK1 + MRC-5 tumors (Fig. 5J). These results indicate that DKK1 blockade is an effective anti-cancer strategy for gefitinib-resistant tumors, especially when fibroblasts are present in the TME.

**Fig. 5:**
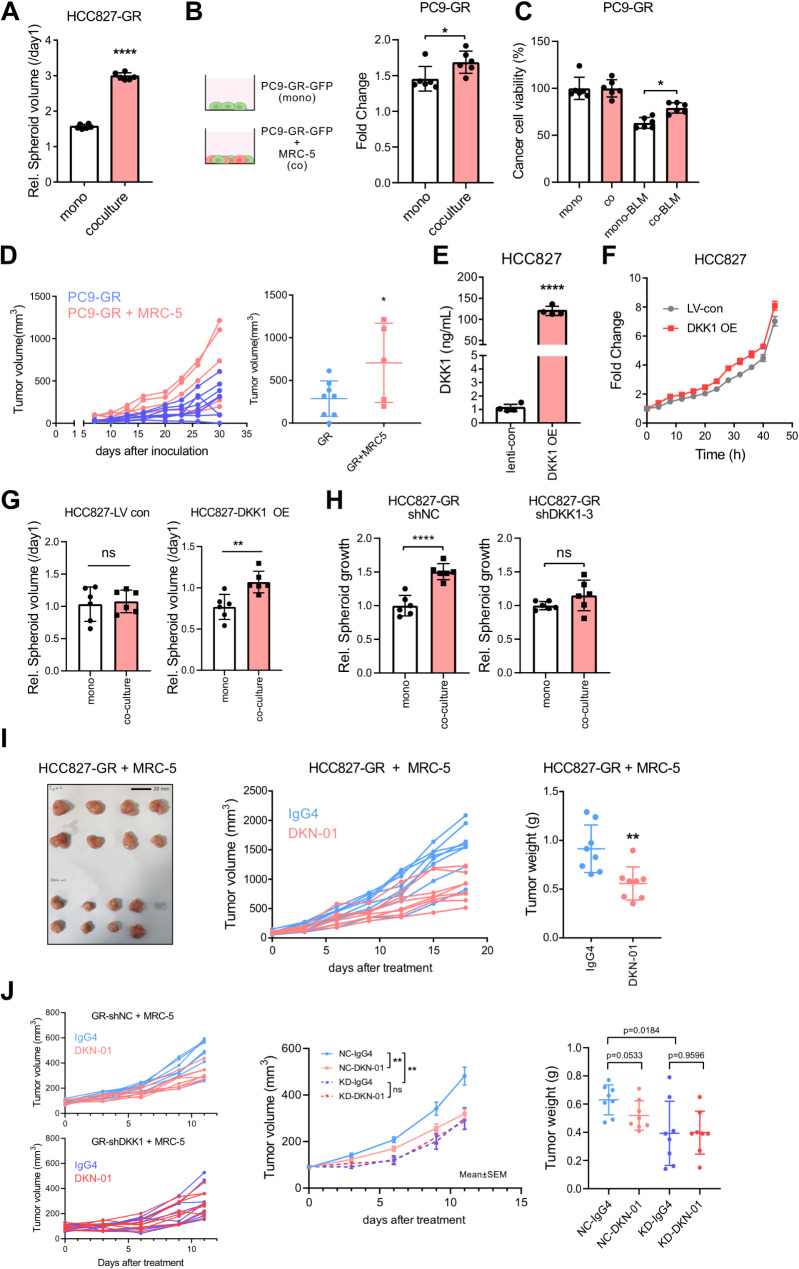
The effect of DKK1 blockade on fibroblast-containing tumor growth. (**A**) The fold change of volume of 3D spheroid containing HCC827-GR or HCC827-GR with MRC-5 after 7 days. (**B** and **C**) PC9-GR-GFP cell growth rates were measured by GFP-positive area after coculture with MRC-5 after 24 h. Growth rate of PC9-GR-GFP with or without MRC-5 were calculated by fold change of GFP-positive area to 0 h(**B**), and cell viability relative to vehicle group was measured by GFP-positive area after treatment of 5 µg/mL bleomycin for 24 h(**C**). (**D**) Tumor volume in a xenograft model of PC9-GR or PC9-GR + MRC-5 (*n* = 8 for PC9-GR, *n* = 5 for PC9-GR + MRC-5). (**E**) Secretion of DKK1 by HCC827-DKK1-OE and HCC827-LV-con. (**F**) Cell proliferation of HCC827-DKK1-OE compared with control cell. (**G**) HCC827-LV con (left) or HCC827-DKK1-OE (right) monocultured or cocultured with MRC-5 to form the 3D spheroids. The data shows the relative spheroid volumes after 6 days. (**H**) HCC827-GR-shNC (left) or HCC827-GR-shDKK1 (right) monocultured or cocultured with MRC-5 to form the 3D spheroids. The data shows the relative spheroid volumes after 7 days. (**I**) Tumor volume and weight in a flank xenograft model of HCC827-GR co-injected with MRC-5 (*n* = 8/group). Tumor-bearing mice were administered intraperitoneally with IgG4 or DKN-01 (10 mg/kg) twice a week. (**J**) Tumor volume and weight in a flank xenograft model of HCC827-GR-shNC + MRC-5 or HCC827-GR-shDKK1 (*n* = 8/group). Tumor-bearing mice were administered intraperitoneally with IgG4 or DKN-01 (10 mg/kg) twice a week. All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001

### Cancer cell-derived DKK1 activates lung fibroblasts into inflammatory CAFs

We confirmed that cancer cell-derived DKK1 facilitates interactions between cancer cells and fibroblasts, thereby promoting tumor growth. To investigate whether DKK1 specifically drives lung fibroblast activation, MRC-5 cells were exposed to culture medium from HCC827-LV con or HCC827-DKK1 OE for 6 h, followed by RNA sequencing (Fig. 6A). 

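MRC-5 is a human lung fibroblast line and HCC827 is a human lung adenocarcinoma line. LV con cells carry the control vector and DKK1 OE cells overexpress DKK1, a secreted Wnt antagonist. Messenger RNA of 6 MRC-5 libraries was sequenced after 6 h, 3 with HCC827-LV con medium and 3 with HCC827-DKK1 OE medium. The labels call the libraries replicates without saying that they came from separate cultures, so p-values measure the spread between these libraries, which may be technical. The authors deposited whole read counts for 46427 genes on GRCh38, and the submitters' processing notes name Trimmomatic 0.38, HISAT2 2.1.0, SAMtools 1.9 and StringTie 2.1.3b. Total counts were 59108666 to 67809657 with LV con medium (median 61726594) and 55533042 to 65223883 with DKK1 OE medium (median 61698215). The control columns are numbered 1, 3 and 4 whereas the sample titles run from 1 to 3, so each control column could be tied to its group only and is called here by its column number.
Counts were normalized by TMM and 16430 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 3 genes were higher with DKK1 OE medium and 0 were lower. At an unadjusted p under 0.05, 916 were higher and 1167 lower. DESeq2 called 17 higher and 12 lower at the adjusted threshold, and limma on log2(CPM + 1), with a pseudocount of 1, called 3 and 1. The 3 genes were CDRT4, CA5B, which encodes a mitochondrial carbonic anhydrase, and the read-through gene ARHGAP11A-SCG5. All 3 had 0 counts in every control library. Against a floor of 3 counts per control library they were at least 421-fold, 125-fold and 65.9-fold higher, and all are uncertain because they overlap other genes. TVP23C-CDRT4, whose transcript runs through CDRT4, was at 24.4 ± 1.21 TMM-normalized CPM (SD, n = 3) with LV con medium and 0.586 ± 0.960 (SD, n = 3) with DKK1 OE medium.
The first principal component held 39.0% of the variance and did not separate the media. Control libraries 1 and 3 lay at -74.0 and -23.0 on it, control library 4 at 25.1, and the DKK1 OE libraries at 9.82, 17.0 and 45.0. Without control library 4, edgeR called 2106 genes higher and 1722 lower, and without DKK1 OE library 1 or 2 it called 1 higher and 0 lower. In 17.5% of the tested genes the media did not overlap, 1533 higher and 1345 lower, where chance gives 10% on average over the possible splits. Genes of the same 6 libraries move together, so 1 split can lie far from 10%. The excess is thus not by itself evidence of an effect of the medium. In counts simulated for this comparison over 16047 genes, edgeR recovered 3.03% of genes changed by a log2 fold of 0.5, 62.7% of those changed by 1 and 95.5% of those changed by 2. With 200 genes changed, false calls there were 5 from edgeR and 18 from DESeq2. Each gene was drawn independently, without the shift of control library 4 and without a trend with transcript length. The shares recovered thus need not hold in the real libraries.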

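Genes of protein secretion were on the whole slightly higher in MRC-5 cells with HCC827-DKK1 OE medium. Of 92 tested genes of this list, 63 had a positive and 29 a negative log2 fold change, with a median of 0.10. IGF2R, the mannose 6-phosphate receptor that sorts lysosomal enzymes, was at 211 ± 13.5 CPM (SD, n = 3) with LV con medium and 285 ± 31.6 (SD, n = 3) with DKK1 OE medium. OCRL, an inositol phosphatase of the trans-Golgi and endosomes, was at 46.0 ± 2.37 and 58.7 ± 2.97 CPM. Neither passed an adjusted p of 0.05 from edgeR (adjusted p = 0.39 for both). No member of the list did, over all genes or adjusted over the list alone, and 12 were higher and 4 lower at an unadjusted p under 0.05. As a set, the list was higher than the other genes by camera with a preset inter-gene correlation of 0.01 (adjusted p = 0.0068 over 30 lists). With an estimated correlation the adjusted p = 0.59, which several lists shared and which was the smallest of any of the 30 lists in that variant.
Of 144 tested genes of the inflammatory response, 86 had a positive and 58 a negative log2 fold change, the median was 0.09, and 12 were higher and 8 lower at an unadjusted p under 0.05, with 0 passing the adjusted p or when adjusted over the list alone. OSMR, a receptor subunit for oncostatin M, was at 128 ± 13.3 and 177 ± 20.8 CPM, and SPHK1, which makes sphingosine 1-phosphate, at 47.9 ± 6.46 and 33.3 ± 5.49 CPM, in the order LV con and DKK1 OE medium. The list did not pass camera (adjusted p = 0.10). Both lists were recalled after the Hallmark sets of those names before the data were examined and are not the sets themselves. Genes ranked by signal-to-noise of log2(CPM + 1) gave a normalized enrichment score of 1.896 for protein secretion (adjusted p = 0.038 by fgsea). The score was 1.41 for the inflammatory response (adjusted p = 0.078 and unadjusted p = 0.031 by fgsea). The p-values of fgsea come from permuting genes. They ignore correlation between genes and do not measure the spread between libraries.
Control library 4 stood apart from the other control libraries in these lists. The mean log2 deviation of protein secretion genes was -0.21 and -0.14 in control libraries 1 and 3, 0.16 in control library 4, and 0.02, 0.01 and 0.16 in the DKK1 OE libraries. In the same libraries 78 of 78 cytosolic ribosomal protein genes had a negative log2 fold change (median -0.35) and the 30 long transcripts had a median of 0.45. Without control library 1 or 3 the protein secretion median was 0.06 and 0.05 and the list no longer passed camera (adjusted p = 0.058 and 0.10), whereas without control library 4 it was 0.30, and leaving out any library but control library 4 also ended the call of its enrichment score. The inflammatory response median was 0.06 without control library 1 and 0.20 without control library 4, where the list did not pass camera (adjusted p = 0.17 and 0.059). It passed as an enrichment score of 1.64 without control library 4 (adjusted p = 0.034 by fgsea). When each library's trend with transcript length and GC content was removed, a step chosen after the data were seen, protein secretion had a median of -0.02 (camera adjusted p = 0.87) and the inflammatory response a median of 0.05 (camera adjusted p = 0.012, and 0.48 with an estimated correlation).

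**Figure D1:**
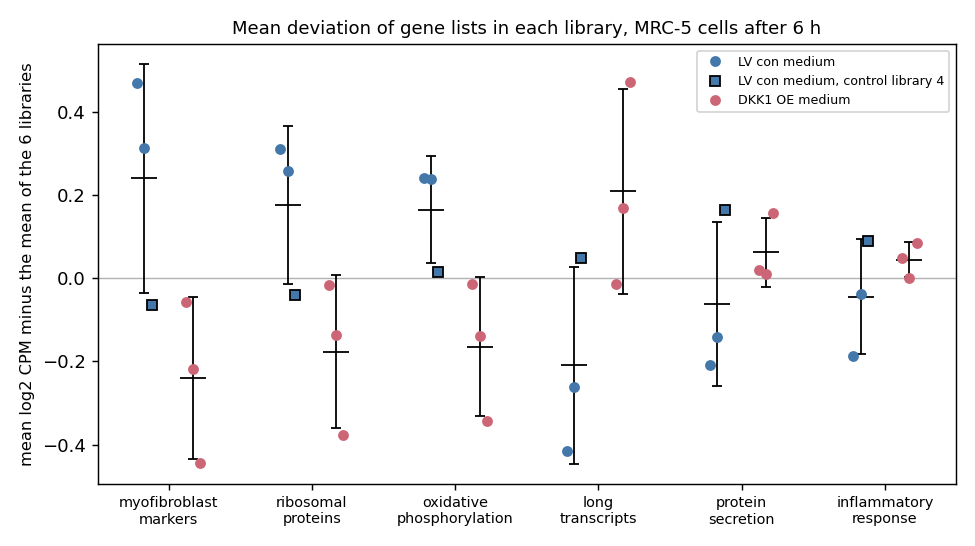
Mean log2 CPM of the genes of 6 lists in each MRC-5 library, minus the mean of the 6 libraries; points are libraries, bars are group means ± SD (n = 3), and the square is control library 4. For protein secretion control library 4 lies at 0.16, at the level of the highest DKK1 OE library.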

Interestingly, GSEA analysis revealed that gene sets related to protein secretion and inflammatory response were enriched in the HCC827-DKK1 OE culture medium-treated group (Fig. 6B). 

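The inflammatory genes legible in Fig. 6C were higher with DKK1 OE medium in group mean, 38 of 38, with log2 fold changes from 0.23 to 1.23 and a median of 0.40. The study drew these genes from the leading part of the ranking of the same libraries, so their common direction is not independent evidence. At an unadjusted p under 0.05 edgeR called 10 of them, and 0 passed the adjusted p (smallest adjusted p = 0.39). In 13 of the 38 every DKK1 OE library was above every control library.
OSMR had a log2 fold change of 0.46 (standard error 0.13, adjusted p = 0.39 from edgeR). PDE4B, a phosphodiesterase that breaks down cyclic AMP, was at 4.99 ± 1.08 CPM (SD, n = 3) with LV con medium and 7.64 ± 0.786 (SD, n = 3) with DKK1 OE medium. IL1R1, the signalling receptor of interleukin-1, was at 38.4 ± 5.10 and 52.1 ± 7.65 CPM. For PDE4B and IL1R1, as for OSMR, every DKK1 OE library was above every control library, and the adjusted p from edgeR was 0.39.
Other genes of the panel overlapped between the media. CXCL8, a neutrophil chemokine, was at 26.4 ± 11.4 and 36.4 ± 3.08 CPM, and HIF1A, the oxygen-regulated transcription factor, at 212 ± 115 and 316 ± 71.6 CPM. Without control library 4, 27 of the 38 genes passed the adjusted p, all of them higher with DKK1 OE medium. In that fit 2106 of 16953 tested genes were higher and 1722 lower. Of 146 genes of the whole inflammatory response list, 31 were higher and 10 lower. The count over the 38 is likewise not independent evidence, since they were drawn from these libraries.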

Notably, several genes associated with the inflammatory response were upregulated in the DKK1 OE group (Fig. 6C). These findings led us to hypothesize that DKK1 can activate lung fibroblasts to mainly secrete cytokines.

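Cytokine genes of inflammatory fibroblasts did not all run in 1 direction in these libraries. IL6, on chromosome 7 from 22727200 to 22731998 (GRCh38.p14), was at 18.8 ± 1.58 CPM (SD, n = 3) with LV con medium and 25.0 ± 3.69 (SD, n = 3) with DKK1 OE medium. Its log2 fold change was 0.41 (standard error 0.15, adjusted p = 0.39 from edgeR), with every DKK1 OE library above every control library. CCL2, a monocyte chemokine on chromosome 17 from 34255285 to 34257203, was at 30.4 ± 1.68 and 26.1 ± 1.03 CPM. Its log2 fold change was -0.22 (standard error 0.11, adjusted p = 0.42 from edgeR), and every DKK1 OE library was below every control library. Without control library 4 these log2 fold changes were 0.36 and -0.18, and neither passed (adjusted p = 0.12 and 0.27 from edgeR).
Of 28 tested markers of inflammatory fibroblasts, 20 had a positive log2 fold change (median 0.19), 2 were higher and 0 lower at an unadjusted p under 0.05, and 0 passed the adjusted p, also adjusted over the list alone. The list did not pass camera (adjusted p = 0.11) or as an enrichment score (0.92, adjusted p = 0.71 by fgsea). Of 34 NF-kB target genes, 21 had a positive log2 fold change (median 0.17, camera adjusted p = 0.19, enrichment score 1.08 with adjusted p = 0.50 by fgsea), and 42 interferon-stimulated genes had a median of 0.04 (camera adjusted p = 0.92). Without DKK1 OE library 3 the inflammatory fibroblast markers and the NF-kB target genes passed camera (adjusted p = 0.023 and 0.022). In all 6 libraries the adjusted p with an estimated correlation was 0.59 and 0.72. They also passed camera with each library's trend with transcript length and GC content removed, a step chosen after the data were seen, at medians of 0.15 and 0.19 (adjusted p = 0.0045 and 0.0014, and 0.48 for both with an estimated correlation). From the enriched gene sets and the inflammatory genes of Fig. 6C, the paper proposes as a hypothesis that DKK1 can activate lung fibroblasts, mainly to secrete cytokines.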

CAFs are known to actively secrete various proteins. To examine changes in the secretory phenotype resulting from GR cell-mediated fibroblast activation, we performed a cytokine array using the supernatant from the direct co-culture of MRC-5 with PC9 or PC9-GR cells. The secretion of two inflammatory cytokines, IL-6 and CCL2, was notably increased in the PC9-GR co-culture (Fig. 6D). Supporting these findings, supernatants from PC9-GR and HCC827-GR cells induced mRNA expression of *IL-6* and *CCL2* in MRC5 cells (Fig. 6E).

To confirm that GR cell-mediated fibroblast activation is derived from high DKK1 expression, we examined fibroblast activation using recombinant human DKK1 protein. Similarly, DKK1 protein itself enhanced IL-6 and CCL2 secretion in MRC-5 cells (Fig. 6F). Additionally, culture medium from HCC827-DKK1 OE induced higher *IL-6* and *CCL2* expression than the control supernatant (Fig. 6G), while HCC827-GR-shDKK1 culture medium reduced *IL-6* and *CCL2* expression in MRC-5 cells (Fig. 6H). Furthermore, we analyzed CCL2 expression in the tumor nodule samples from Fig. 4F using immunohistochemistry and found that tumor nodules formed by DKK1 over-expressing cancer cells exhibited a higher CCL2-positive area (Fig. 6I). Since IL-6 and CCL2 are representative markers of inflammatory fibroblasts, our results indicate that cancer cell-derived DKK1 induces lung fibroblasts to adopt an inflammatory phenotype.

**Fig. 6:**
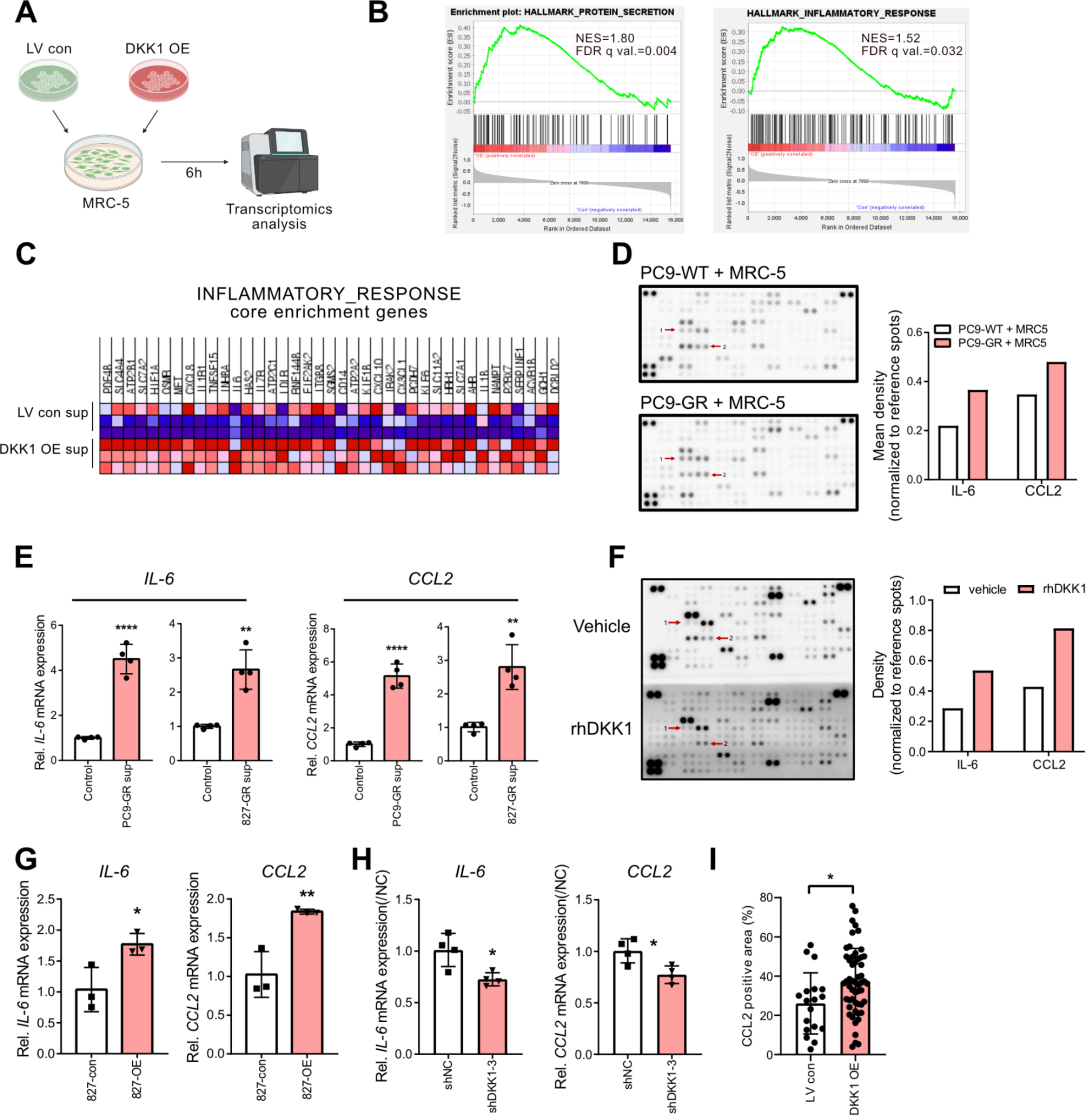
The effect of DKK1 on fibroblast activation. (**A**) Schematic figure of the transcriptomic analysis performed on MRC-5 cells treated with culture supernatants from HCC827-LV control or HCC827-DKK1-OE for 6 h. (**B**) Gene Set Enrichment Analysis (GSEA) of pathways upregulated in the DKK1 OE group. (**C**) Core enrichment genes from inflammatory response pathway in DKK1 OE group. (**D**) Cytokine array using PC9 or PC9-GR co-cultured with MRC-5 cell supernatant. (**E**) mRNA expression of *IL-6* and *CCL2* in MRC-5 treated with PC9-GR and HCC827-GR supernatant. (**F**) Cytokine array using MRC-5 supernatant treated with 200 ng/mL of recombinant DKK1 protein for 12 h. (**G** and **H**) *IL-6* and *CCL2* mRNA expression levels in MRC-5 treated with HCC827-DKK1-OE culture supernatant (**G**) or HCC827-GR-shDKK1 culture supernatant (**H**). (**I**) The analysis result of CCL2 positive area in tumor nodule section sample in Fig. 4F. All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001

### DKK1 diminishes myofibroblast characteristics of lung fibroblasts

CAFs activated by cancer cells can differentiate into various phenotypes, including myofibroblast CAFs (myCAFs) involved in extracellular matrix (ECM) remodeling, inflammatory CAFs (iCAFs) with active inflammatory cytokine secretion, and antigen-presenting CAFs (apCAFs) [44]. Given that DKK1 promotes inflammatory cytokine secretion, thus activating iCAF characteristics, we investigated whether it also affects myCAF traits. Gene ontology analysis was performed among the MRC-5 secretory genes significantly altered by DKK1. This analysis revealed significant enrichment change in extracellular matrix formation-related ontologies (Fig. 7A). 

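Among genes of secreted protein families, matrix genes more often than the rest passed an unadjusted p under 0.05 between the media of HCC827-LV con and HCC827-DKK1 OE cells. The study's own list of secretory genes was not used here, so 397 tested genes of secreted families, fixed beforehand, stood in for it. At an unadjusted p under 0.05 from edgeR, 34 were higher and 31 lower, and 0 passed the adjusted p or when adjusted over the list alone. Those past the unadjusted threshold were 16.4% of the secreted-family genes, next to 12.7% of all 16430 tested genes. Of 113 matrix genes among them (collagens, other matrix proteins, proteases and inhibitors), 20 were higher and 8 lower at the unadjusted threshold. Of the other 284 secreted-family genes, 14 were higher and 23 lower. The shares were 24.8% of the matrix genes and 13.0% of the others, the latter near that of all tested genes. Matrix genes were thus over-represented among those past the unadjusted threshold, with an odds ratio of 2.19 (95% confidence interval 1.22 to 3.94, Fisher's exact test, two-sided, p = 0.0065).
FN1, the fibronectin gene, was at 16309 ± 667 CPM (SD, n = 3) with LV con medium and 21250 ± 1501 (SD, n = 3) with DKK1 OE medium, and COL6A3, a chain of collagen VI, at 9127 ± 894 and 12157 ± 833 CPM. COL12A1 was at 2095 ± 250 and 3045 ± 501 CPM, TNC, the tenascin-C gene, at 1718 ± 77.0 and 2193 ± 126 CPM, and FBN2, a fibrillin, at 148 ± 21.2 and 230 ± 44.4 CPM. In these 5 genes every DKK1 OE library was above every control library, and the adjusted p from edgeR was 0.39. Lower were SOD3, an extracellular superoxide dismutase, at 9.88 ± 1.44 and 5.21 ± 0.864 CPM, and MMP12, a macrophage elastase gene of low abundance, at 0.229 ± 0.0657 and 0.0107 ± 0.0186 CPM (adjusted p = 0.39 from edgeR for both). For SOD3 the adjusted p was 0.021 from DESeq2 and, without control library 4, 0.027 from edgeR. Of 53 genes of extracellular matrix glycoproteins and proteoglycans, 13 were higher and 3 lower at an unadjusted p under 0.05 (median log2 fold change 0.05). Their enrichment score of 1.89 passed (adjusted p = 0.029 by fgsea, and 0.091 on linear CPM). By camera the adjusted p was 0.10, 0.59 with an estimated correlation, and 0.030 with the length and GC trend removed (0.48 with an estimated correlation). The 42 collagen and collagen-processing genes as a list had a median log2 fold change of 0.02 (camera adjusted p = 0.92), and COL1A1 was at 31835 ± 5121 and 27132 ± 2667 CPM (adjusted p = 0.48 from edgeR). With control library 4 left out the log2 fold change of COL1A1 was -0.35 (adjusted p = 0.043 from edgeR).
Genes were not independent in this test, since they were measured in the same 6 libraries. Without control library 4, 176 of 407 secreted-family genes passed the unadjusted threshold. In that fit 3472 of all 16953 tested genes were higher and 3125 lower at this threshold. Without control library 1 or 3 the counts of secreted-family genes were 25 and 30, and without DKK1 OE library 2 or 3 they were 35 and 27. The odds ratio ran from 1.82 without DKK1 OE library 2, where the over-representation was lost (Fisher's exact test, p = 0.11), to 3.59 without control library 1 (Fisher's exact test, p = 0.0024). The direction of the matrix genes also depended on control library 4, without which 22 were higher and 21 lower at the adjusted p from edgeR, with a median log2 fold change of -0.01 over the 113. In all 6 libraries the matrix genes past the unadjusted threshold had a median transcript length of 7484 nucleotides where higher and 2112.5 where lower. With each library's trend with length and GC content removed, a step chosen after the data were seen, 22 were higher and 3 lower at that threshold, and 0 passed the adjusted p.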

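ACTA2, TAGLN, MYL9, S100A4 and TPM2 were lower in group mean in MRC-5 cells with HCC827-DKK1 OE medium, with a median log2 fold change of -0.47. ACTA2, the smooth muscle actin gene on chromosome 10 from 88935074 to 88991337 (GRCh38.p14), was at 619 ± 89.8 CPM (SD, n = 3) with LV con medium and 474 ± 48.6 (SD, n = 3) with DKK1 OE medium. TAGLN, an actin-binding protein gene on chromosome 11 from 117199294 to 117207465, was at 2159 ± 454 and 1626 ± 193 CPM. MYL9, a myosin light chain gene on chromosome 20 from 36541519 to 36551447, was at 959 ± 201 and 678 ± 104 CPM. TPM2, a tropomyosin gene on chromosome 9 from 35681993 to 35690056, was at 2215 ± 454 and 1595 ± 188 CPM. S100A4, a calcium-binding protein gene on chromosome 1 from 153543621 to 153545806, was of low abundance, at 5.90 ± 0.940 and 3.69 ± 0.743 CPM.
The log2 fold changes were -0.39 (standard error 0.14) for ACTA2, -0.41 (0.17) for TAGLN, -0.50 (0.18) for MYL9, -0.68 (0.21) for S100A4 and -0.47 (0.17) for TPM2. All 5 passed an unadjusted p under 0.05 from edgeR, and 0 passed when adjusted over all genes (adjusted p = 0.39). Adjusted over the list alone, 5 passed, which is not independent evidence since the paper reports these markers from the same libraries. In ACTA2 and S100A4 every DKK1 OE library was below every control library, and in the other markers 1 or more libraries overlapped. For ACTA2 the margin was small, with 522 CPM in control library 4 and 515 in DKK1 OE library 1.
As a set the markers were lower than the other genes by camera (adjusted p = 7.1e-04), but not with an estimated correlation (adjusted p = 0.59), and their normalized enrichment score was -1.77 (adjusted p = 0.023 by fgsea). The 34 other contractile and cytoskeletal genes had a median of -0.08 (camera adjusted p = 0.64). VCL, the vinculin gene, was at 487 ± 25.7 and 639 ± 43.0 CPM, and PFN1, the profilin gene, at 1287 ± 195 and 952 ± 132 CPM.
Of 24 tested myofibroblastic fibroblast matrix markers, FN1, TNC, COL12A1 and LRRC15 among them, 16 had a positive and 8 a negative log2 fold change (median 0.07), 5 were higher and 1 lower at an unadjusted p under 0.05, and 0 passed the adjusted p, also adjusted over the list alone. The list did not pass camera (adjusted p = 0.053, and 0.59 with an estimated correlation). Its estimated correlation was 0.0036, below the preset 0.01, so correlated genes do not account for the rise to 0.59. The list passed as a normalized enrichment score of 1.87 (adjusted p = 0.024 by fgsea), though not on linear CPM (adjusted p = 0.20 by fgsea). By camera it passed with DESeq2 (adjusted p = 0.044), with no low-count filter (0.042), with at least 10 counts in every library (0.049) and without DKK1 OE library 3 (0.023), each time higher with DKK1 OE medium, and not with the length and GC trend removed (0.098).
The mean log2 CPM of the 5 markers was 9.00 and 8.84 in control libraries 1 and 3, 8.47 in control library 4, and 8.47, 8.31 and 8.08 in the DKK1 OE libraries. Control library 4 was thus lower than the other control libraries by a mean log2 difference of -0.46, next to -0.48 between the media. Without control library 4 all 5 passed (adjusted p of at most 0.042 from edgeR). With the trend of each library with transcript length and GC content removed, a step chosen after the data were seen, the median log2 fold change of the 5 was -0.19. The set still passed camera then (adjusted p = 0.0091, and 0.48 with an estimated correlation), and MYL9, S100A4 and ACTA2 kept an unadjusted p under 0.05 from edgeR, with 0 of the 5 past the adjusted p.

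**Figure D2:**
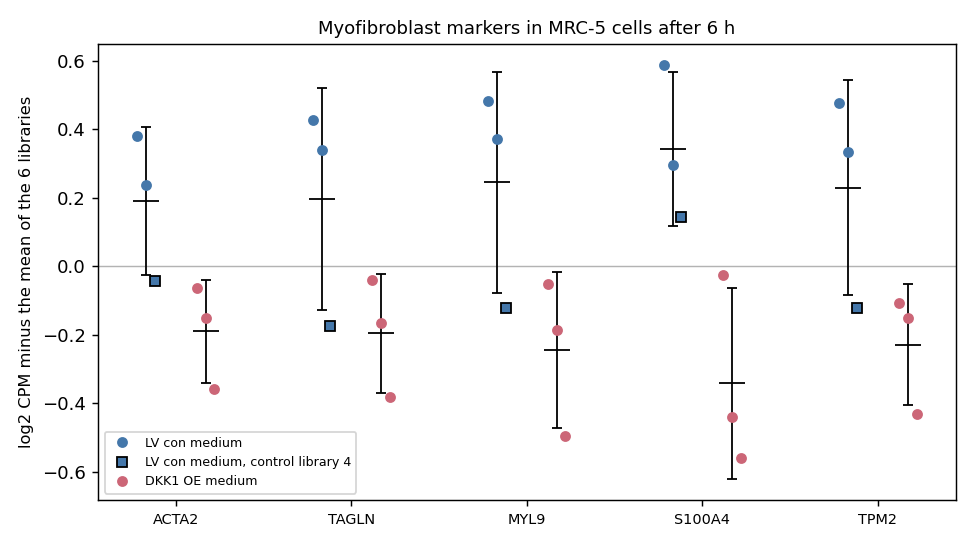
Log2 CPM of the 5 myofibroblast markers in each MRC-5 library, minus the gene's mean over the 6 libraries; points are libraries, bars are group means ± SD (n = 3), and the square is control library 4. Control library 4 lies near the DKK1 OE libraries for ACTA2, TAGLN, MYL9 and TPM2. For TAGLN, MYL9 and TPM2 its value is below that of 1 or more of them.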

The expression of representative myofibroblast markers, including *ACTA2*, *TAGLN*, *MYL9*, *S100A4*, and *TPM2* was significantly reduced in the HCC827-DKK1 OE-treated group (Fig. 7B). Furthermore, both mRNA and protein levels of collagen and *ACTA2* of MRC-5 were significantly decreased following treatment with HCC827-DKK1 OE culture media (Fig. 7C and D). Because TGF-β is the most well-known factor that induces myofibroblast activation, we investigated whether the observed changes in MRC-5 were caused by TGF-β present in the cancer cell supernatant. However, neither HCC827-LV con nor HCC827-DKK1 OE produced TGF-β (Fig. 7E), indicating that the reduction of myofibroblast traits by DKK1 is not due to changes in TGF-β production by cancer cells.

To confirm this phenomenon in animal samples, Masson’s trichrome collagen staining was performed on 4T1-mDKK1 OE lung cancer tissue. The distribution of collagen was reduced in tumors composed of mDKK1-overexpressing cells (Fig. 7F). Conversely, cancer tissue with blocked DKK1 function, achieved by administering a DKK1-neutralizing antibody, exhibited increased collagen and α-SMA protein levels (Fig. 7G). Collectively, these results indicate that DKK1 reduces the myofibroblast properties of lung fibroblasts.

**Fig. 7:**
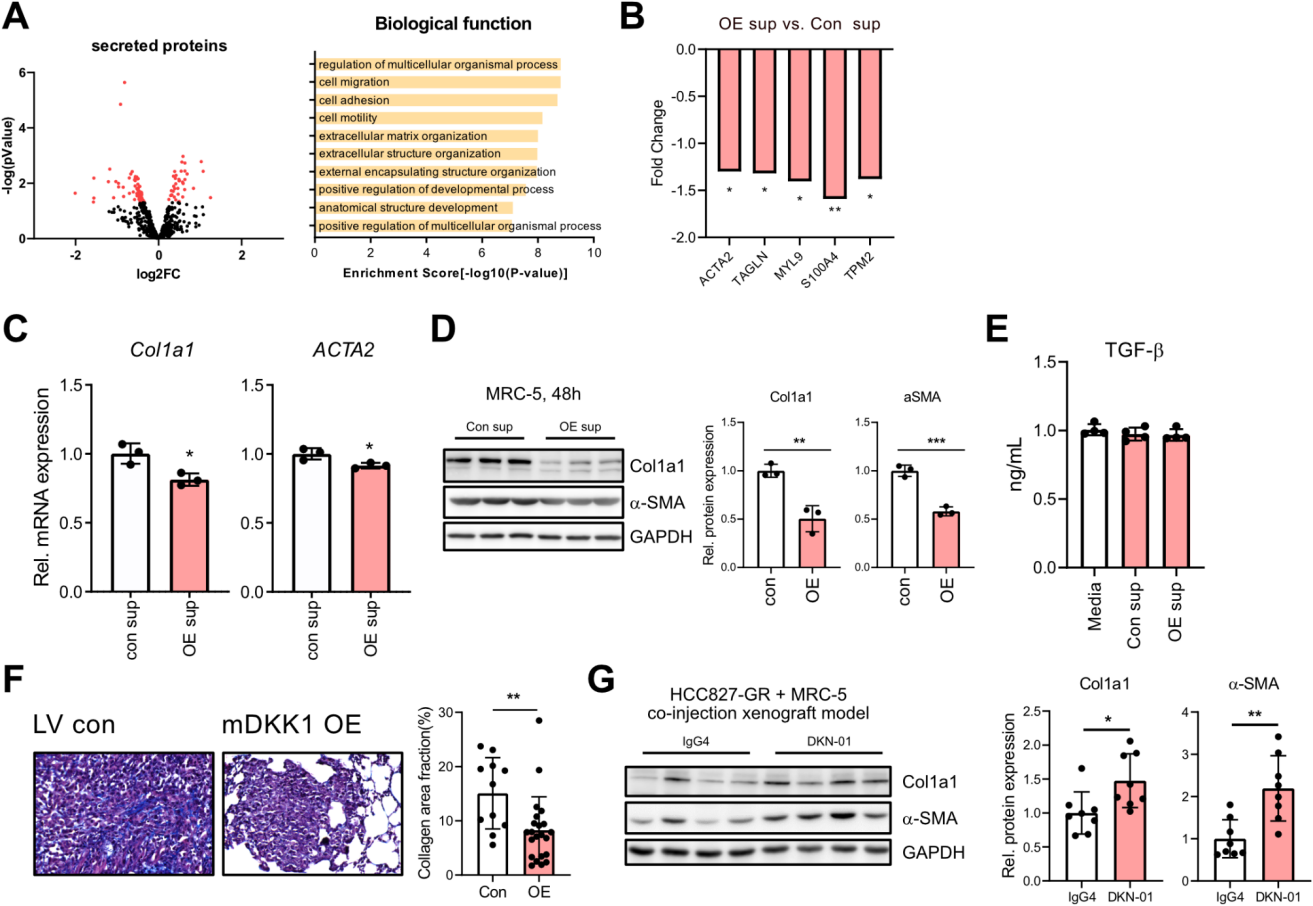
Decreases in myofibroblast characteristics of MRC-5 by DKK1. (**A**) Volcano plot for secretory genes using RNA-sequencing data from Fig. 6A. Red dots represent genes satisfying p-value < 0.05 (left). GO term analysis for secreted protein genes satisfying p-value < 0.05 (right). (**B**) Myofibroblast marker genes in MRC-5 treated with HCC827-DKK1-OE culture supernatants. The data were obtained using RNA-sequencing data from Fig. 6A. (**C**) *Col1a1*, *ACTA2* mRNA expression in MRC-5 treated with HCC827-DKK1-OE culture supernatants for 6 h. (**D**) Col1a1 and α-SMA protein expression in MRC-5 treated with HCC827-DKK1-OE culture supernatants for 48 h. (**E**) TGF-β concentration in culture media and supernatant obtained from HCC827-LV con and HCC827-DKK1 OE. (**F**) Masson’s trichrome staining using lung tissue obtained from Fig. 4F. Representative images (left) and collagen area fraction (%) analyzed by ImageJ software (right). (**G**) Protein levels of Col1a1 and a-SMA in tumor sample obtained from Fig. 5I. All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001

### Cancer cell-derived DKK1 activates lung fibroblast via the c-Jun N-terminal kinase (JNK)/c-JUN pathway

Next, we sought to elucidate the mechanism by which DKK1 affects fibroblasts. DKK1 is known as a negative regulator of the β-catenin dependent Wnt signaling pathway [40]. DKK1 binds to LRP5/6 in a competitive manner with Wnt, inhibiting β-catenin dependent Wnt signaling pathway [45]. Thus, we examined whether culture medium from GR cells could alter β-catenin protein levels or activity in MRC-5 cells. However, GR cell supernatant did not affect β-catenin protein levels or active β-catenin (Fig. 8A). Furthermore, mRNA levels of several β-catenin downstream target genes (*MYC*,* CCND1*,* MCT1*) showed no significant changes following GR cell supernatant treatment (Fig. 8B), excluding the hypothesis that DKK1 affects the β-catenin dependent Wnt pathway in MRC-5 cells.

DKK1 can also bind to CKAP4 and activate the downstream AKT pathway [18]. Unlike the β-catenin dependent Wnt pathway, GR cell culture medium induced AKT phosphorylation in MRC-5 cells (Fig. 8C). However, recombinant human DKK1 protein did not activate the AKT pathway in MRC-5 cells, indicating that the AKT pathway is not involved in DKK1-mediated fibroblast activation (Fig. 8E).

DKK1 has been reported to be involved in the β-catenin independent Wnt pathway. Frizzled (FZD) is another receptor for Wnt, leading to β-catenin independent signaling [46]. Since DKK1 blocks Wnt binding to LRP5/6, Wnt binding to FZD and its downstream signaling could be enhanced by DKK1 [19]. Indeed, several studies have shown that DKK1 activates the JNK/c-JUN pathway, which is downstream of FZD [47–49]. GR cell-culture medium effectively induced the phosphorylated form of JNK and c-JUN protein in MRC-5 cells (Fig. 8D). Recombinant human DKK1 also elevated phosphorylated c-JUN levels (Fig. 8F). Interestingly, the c-JUN pathway is an upstream regulator of inflammatory cytokine expression, including *IL-6* and *CCL2* [50]. We found that mRNA expression levels of *IL-6* and *CCL2* by HCC827-DKK1 OE supernatant were reduced by SP600125, a JNK inhibitor (Fig. 8G). Furthermore, SP600125 effectively reduced spheroid growth only when the spheroid was composed of GR cells with fibroblasts (Fig. 8H). Collectively, these results suggest that the c-JUN pathway in lung fibroblasts can be activated by DKK1, contributing to the activation of inflammatory fibroblast traits and cancer cell-fibroblast interaction.

**Fig. 8:**
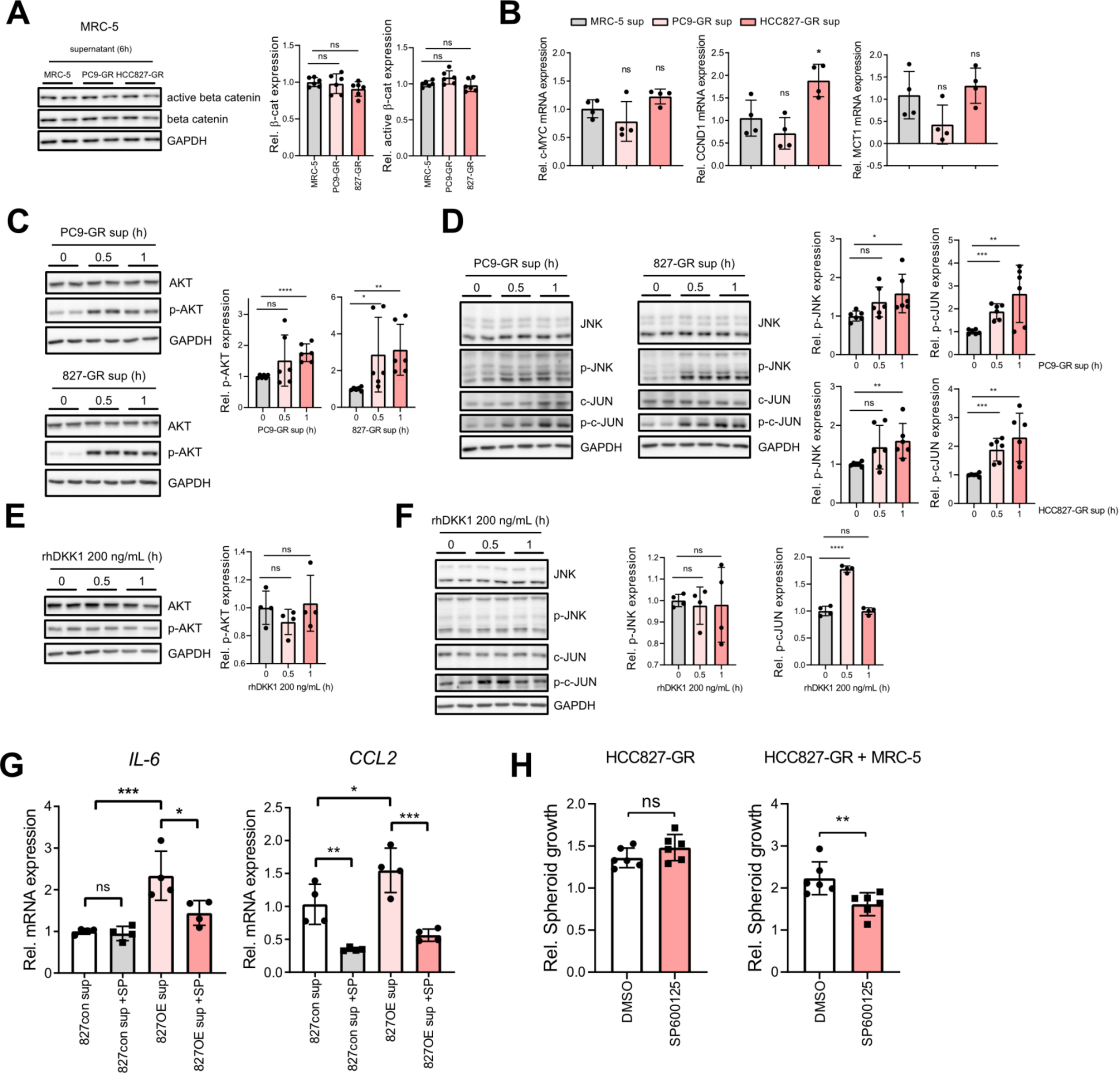
c-JUN pathway activation in fibroblast by DKK1. (**A** and **B**) Active β-catenin or total β-catenin protein expression(**A**) and β-catenin downstream genes expression (**B**) in MRC-5 treated with PC9-GR or HCC827-GR supernatant for 6 h. (**C** and **D**) Phosphorylation of AKT (**C**) and JNK and c-JUN (**D**) in MRC-5 treated with PC9-GR or HCC827-GR supernatant for 30 min–1 h. (**E** and **F**) Phosphorylation of AKT (**E**) and JNK and c-JUN (**F**) in MRC-5 treated with 200 ng/mL of recombinant DKK1 protein for 30 min–1 h. (**G**) Effects of SP600125 (10 µM) on *IL-6* and *CCL2* mRNA expression in MRC-5 treated with HCC827-LV con or HCC827-DKK1-OE culture supernatant for 6 h. (**H**) The volume of 3D spheroid containing HCC827-GR or HCC827-GR with MRC-5 in the presence of 10 µM SP600125. The data shows the relative spheroid volumes after 6 days. All statistical significance of the differences was determined by unpaired two-tailed Student t-test except (**G**). one-way ANOVA followed by Tukey post hoc test (**G**). ns, non-significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001

### The roles of DKK1 in DKK1 high expressing tumors beyond gefitinib-resistant tumors

Next, we examined whether the DKK1 has a similar intratumoral role in high DKK1-expressing tumors beyond GR tumors. Using Depamp analysis data [33–37], we compared DKK1 expression across various cancer cell lines. A prostate cancer cell line, PC3, and a breast cancer cell line, MDA-MB-231 exhibited high levels of DKK1 expression (supplementary Figure S5A), confirmed by high DKK1 protein levels in their culture media (supplementary Figure S5B). Using these cell lines, the spheroid growth rates were compared. Co-culture with MRC-5 enhanced the spheroid growth in both cell lines (supplementary Figure S5C). In addition, culture media from PC3 and MDA-MB-231 elevated *IL-6* and *CCL2* mRNA expression and reduced collagen protein expression in MRC-5 (supplementary Figure S5D and S5E), indicating that high DKK1 expression alters fibroblast characteristics. Furthermore, culture medium from both cell lines activated the c-JUN pathway in MRC-5 cells, similar to GR cells (supplementary Figure S5F). Taken together, these results suggest that DKK1 contributes to fibroblast activation and cancer cell-fibroblast interaction in high DKK1-expressing tumors, highlightning DKK1 as a potential therapeutic target across various cancer types, not just in gefitinib-resistant NSCLC.

## Discussion

DKK1 is a secretory protein that functions as a mediator of intercellular interactions. Initially reported as an inhibitor of the oncogenic Wnt signaling pathway, DKK1 was originally considered a tumor suppressor gene [51]. However, subsequent studies have shown that DKK1 also contributes to tumor progression [19]. For example, Kasoha et al. have reported that DKK1 protein expression level is highly correlated with bone metastasis in breast cancer patients [52]. In addition, several reports have shown that DKK1 is correlated with the progression of hepatocellular carcinoma by inducing angiogenesis [53] or metastasis [54]. DKK1 has also been implicated in drug resistance [55, 56]. For example, the downstream pathways of DKK1 can modulate cancer cells to obtain resistance to drugs [57–59], and immune modulation by DKK1 can support resistance to immunotherapy [55, 60]. Here, we found that DKK1 expression and secretion were significantly increased in gefitinib-resistant NSCLCs, highlighting the role of DKK1 in the specific tumor microenvironment. Cancer cell-derived DKK1 mediates the interaction between cancer cells and fibroblasts, resulting in changes in fibroblast characteristics and subsequent tumor progression (Fig. 9). Based on these findings, we propose DKK1 as a therapeutic target for gefitinib-resistant NSCLCs.

**Fig. 9:**
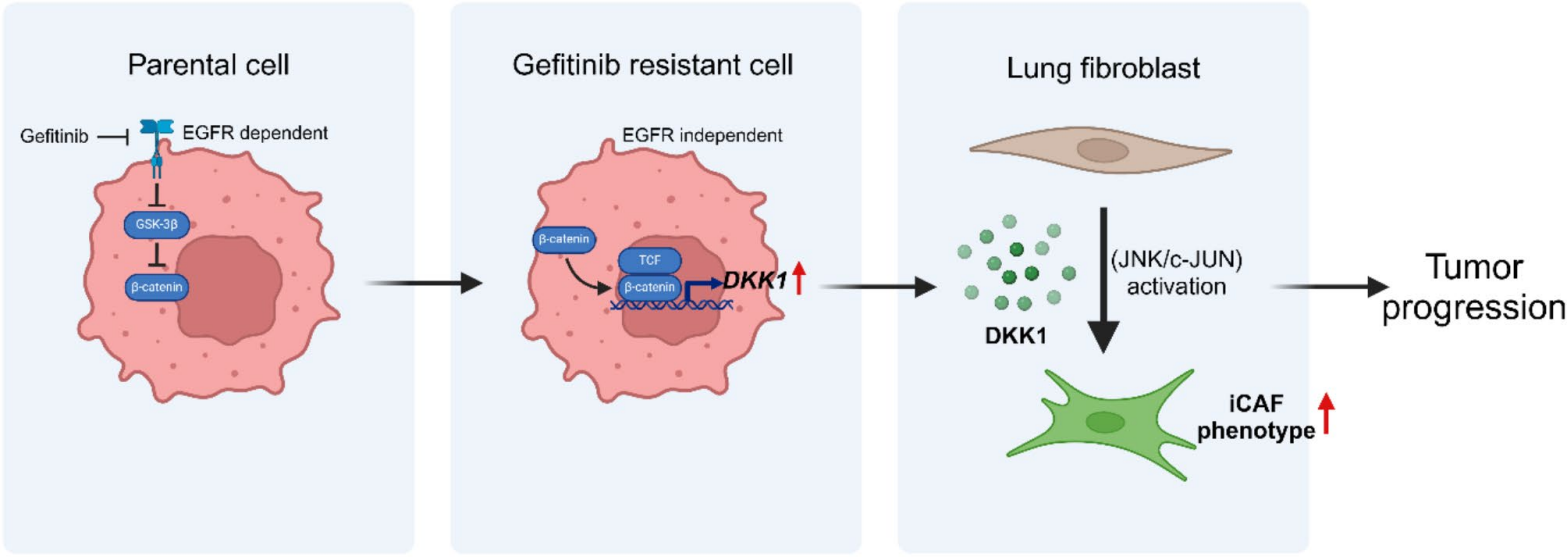
Graphical summary for this study

CAFs can be classified to several subpopulations including iCAFs, myCAFs, and apCAFs [44]. Among them, iCAFs can support the tumor progression by secreting various cytokines [61]. For example, iCAF-derived IL-6 induces epithelial-mesenchymal transition (EMT) [62] and cell proliferation [63] of cancer cells. Besides, hepatocyte growth factor (HGF) secreted from iCAF promotes tumor growth by activating its receptor, Met on cancer cell [64]. Here, we showed that lung fibroblast activated by DKK1 actively produced IL-6 and CCL2, which are representative cytokines identified as the iCAF markers, which raise a notion that iCAFs are activated and promote tumor progression in high DKK1-expressing tumors.

The DKK1 promoter contains several TCF binding elements (TBEs) to which the β-catenin/TCF complex can bind [40]. Indeed, it has been reported that *DKK1* transcription is regulated by β-catenin [65, 66]. Similarly, DKK1 expression was regulated by β-catenin in the two gefitinib-resistant cell lines used in this study. Therefore, the activity of β-catenin seems to be crucial in determining the expression level of DKK1. The activity of β-catenin can be regulated by various factors. For example, DKK1 inhibition of Wnt signaling promotes β-catenin proteolysis and prevents its nuclear translocation [17]. Besides, binding to proteins such as LEF1 or MUC-1 facilitates β-catenin’s nuclear translocation [67, 68], while binding to Axin or other partners can sequester β-catenin away from the nucleus and hold it on other locations such as cell membrane [69, 70]. Therefore, further studies are needed to elucidate the precise mechanisms regulating β-catenin activity in gefitinib-resistant cells to understand the increase in DKK1.

Although the mechanism regulating β-catenin activity in resistant cells is unclear, it is believed that DKK1 expression could be increased along the various type of gefitinib-resistant cells. According to the previous reports, EGFR-TKI resistance mechanisms are commonly related to β-catenin activation. For example, β-catenin pathway is activated in cells carrying T790M mutation [71]. Similarly, MET amplification, another mechanism to EGFR-TKI, has also been shown to activate β-catenin pathway [72]. Furthermore, β-catenin pathway is linked to the EMT pathway, suggesting that β-catenin activation occurs in EGFR-TKI resistant cells undergoing EMT [73]. Thus, β-catenin activation appears to be a common feature among several resistance mechanisms, which may explain the elevated DKK1 levels observed in various types of EGFR-TKI resistant cells.

Previous studies have reported that DKK1 affects immune cells within the tumor. For example, cancer cell-derived DKK1 can inhibit the tumor infiltration of macrophages and neutrophils resulting in the immune suppressive TME [22]. Furthermore, it has been reported that DKK1 enhances the immune suppressive function of myeloid-derived suppressor cells (MDSC) [74] and suppresses the activity of T lymphocytes [75]. Considering that DKK1 enhances the inflammatory traits of fibroblasts, it is possible that cytokines secreted from activated fibroblasts could impact immune cells. This suggests that DKK1 influences immune cells indirectly through fibroblasts in addition to its direct effects on immune cells, indicating the possible role of DKK1 in the overall TME. In this study, we did not consider the immune system’s effect since the co-culture of cancer cells and fibroblasts without immune cells promoted spheroid growth in vitro. Moreover, a DKK1 neutralizing antibody demonstrated anti-tumor effects in immune-deficient mice. However, as previously described, DKK1 acts as a mediator for comprehensive interactions within the TME. Therefore, further research incorporating immune cells using allograft or humanized mouse models would be necessary to fully establish DKK1’s roles in cancer patients.

In the final part of this study, we confirmed that DKK1 has similar intratumoral roles in other high DKK1-expressing tumors besides gefitinib-resistant tumors. This finding suggests that DKK1 could be a potential anticancer target across various cancer types with high DKK1 expression. Given that DKK1 is a secretory protein detectable in blood [76], serum DKK1 levels could serve as a useful indicator of the TME and the efficacy of DKK1-targeting agents.

## Conclusion

In conclusion, we found that DKK1 expression was elevated in gefitinib-resistant NSCLC cells via the increased transcriptional activity of β-catenin. Cancer cell-derived DKK1 contributes to tumor progression by mediating interactions between cancer cells and fibroblasts within the tumor, rather than directly affecting the cancer cells. This study is the first to report the effects of DKK1 on fibroblasts in tumors, showing that DKK1 activates c-JUN signaling in fibroblasts and enhances their inflammatory traits. Thus, we propose DKK1 as a novel anticancer target for treating gefitinib-resistant NSCLC.

## Electronic Supplementary Material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

RNA sequencing data been deposited in NCBI’s Gene Expression Omnibus(GSE278343). GSE121634 data set was obtained from NCBI GEO database and analyzed. The expression profile of DKK1 protein in lung cancer patient was obtained from oncoDB(https://oncodb.org/). Overall survival rate of DKK1 low- or high-patients were obtained from Kaplan-Meier Plotter(https://kmplot.com/analysis/).. DKK1 protein expression and gene dependency data were analyzed using DepMap(https://depmap.org/portal/).

## Abbreviations

apCAF: antigen presenting CAF
CAF: Cancer-Associated Fibroblast
CCL2: C-C motif chemokine ligand 2
CKAP4: Cytoskeleton-Associated Protein 4
DKK1: Dickkopf-1
DMEM: Dulbecco’s Modified Eagles Medium
EGFR: Epidermal Growth Factor Receptor
GEO: Gene Expression Omnibus
GR: Gefitinib-Resistant
GSEA: Gene Set Enrichment Analysis
H&E: Hematoxylin and Eosin
iCAF: inflammatory CAF
IL-6: Interleukin 6
LRP5/6: Lipoprotein receptor-related protein 5/6
myCAF: myofibroblastic CAF
MDSC: Myeloid-Derived Suppressor Cell
NSCLC: Non-Small Cell Lung Cancer
OE: Over-Expression
TBE: TCF Binding Element
TKIs: Tyrosine Kinase Inhibitors
TME: Tumor Microenvironment

# Supplementary material for: Dickkopf-1 promotes tumor progression of gefitinib- resistant non-small cell lung cancer through cancer cell-fibroblast interactions
**Source:** Exp Hematol Oncol. 2025 Mar 1;14:24. doi: 10.1186/s40164-025-00616-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

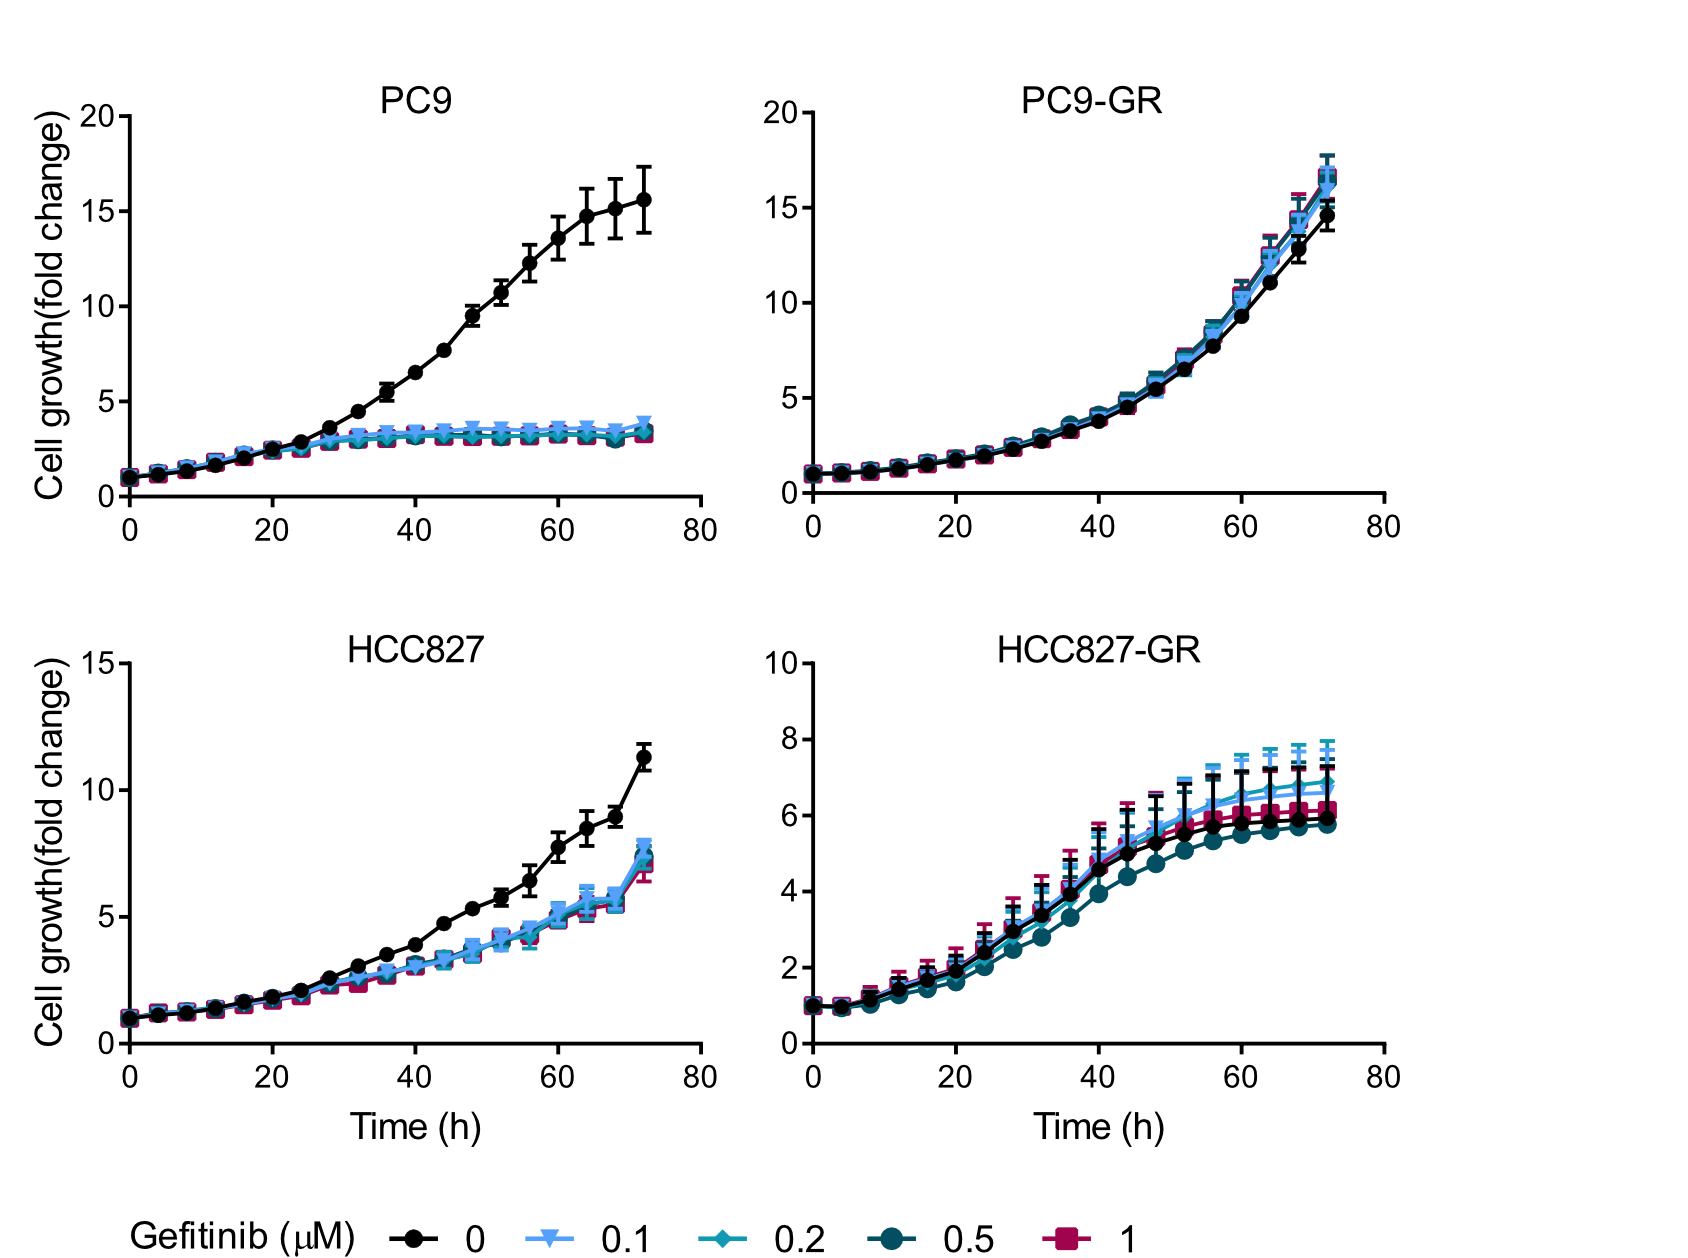

**Supplementary Figure 1. Inhibition of cell proliferation by gefitinib in parental and gefitinib-resistant NSCLC cell lines (PC9-GR and HCC827-GR).** Parental and gefitinib-resistant NSCLC cells were treated with 0, 0.1, 0.2, 0.5, and 1 μM gefitinib, and cell proliferation was monitored by IncuCyte S3.

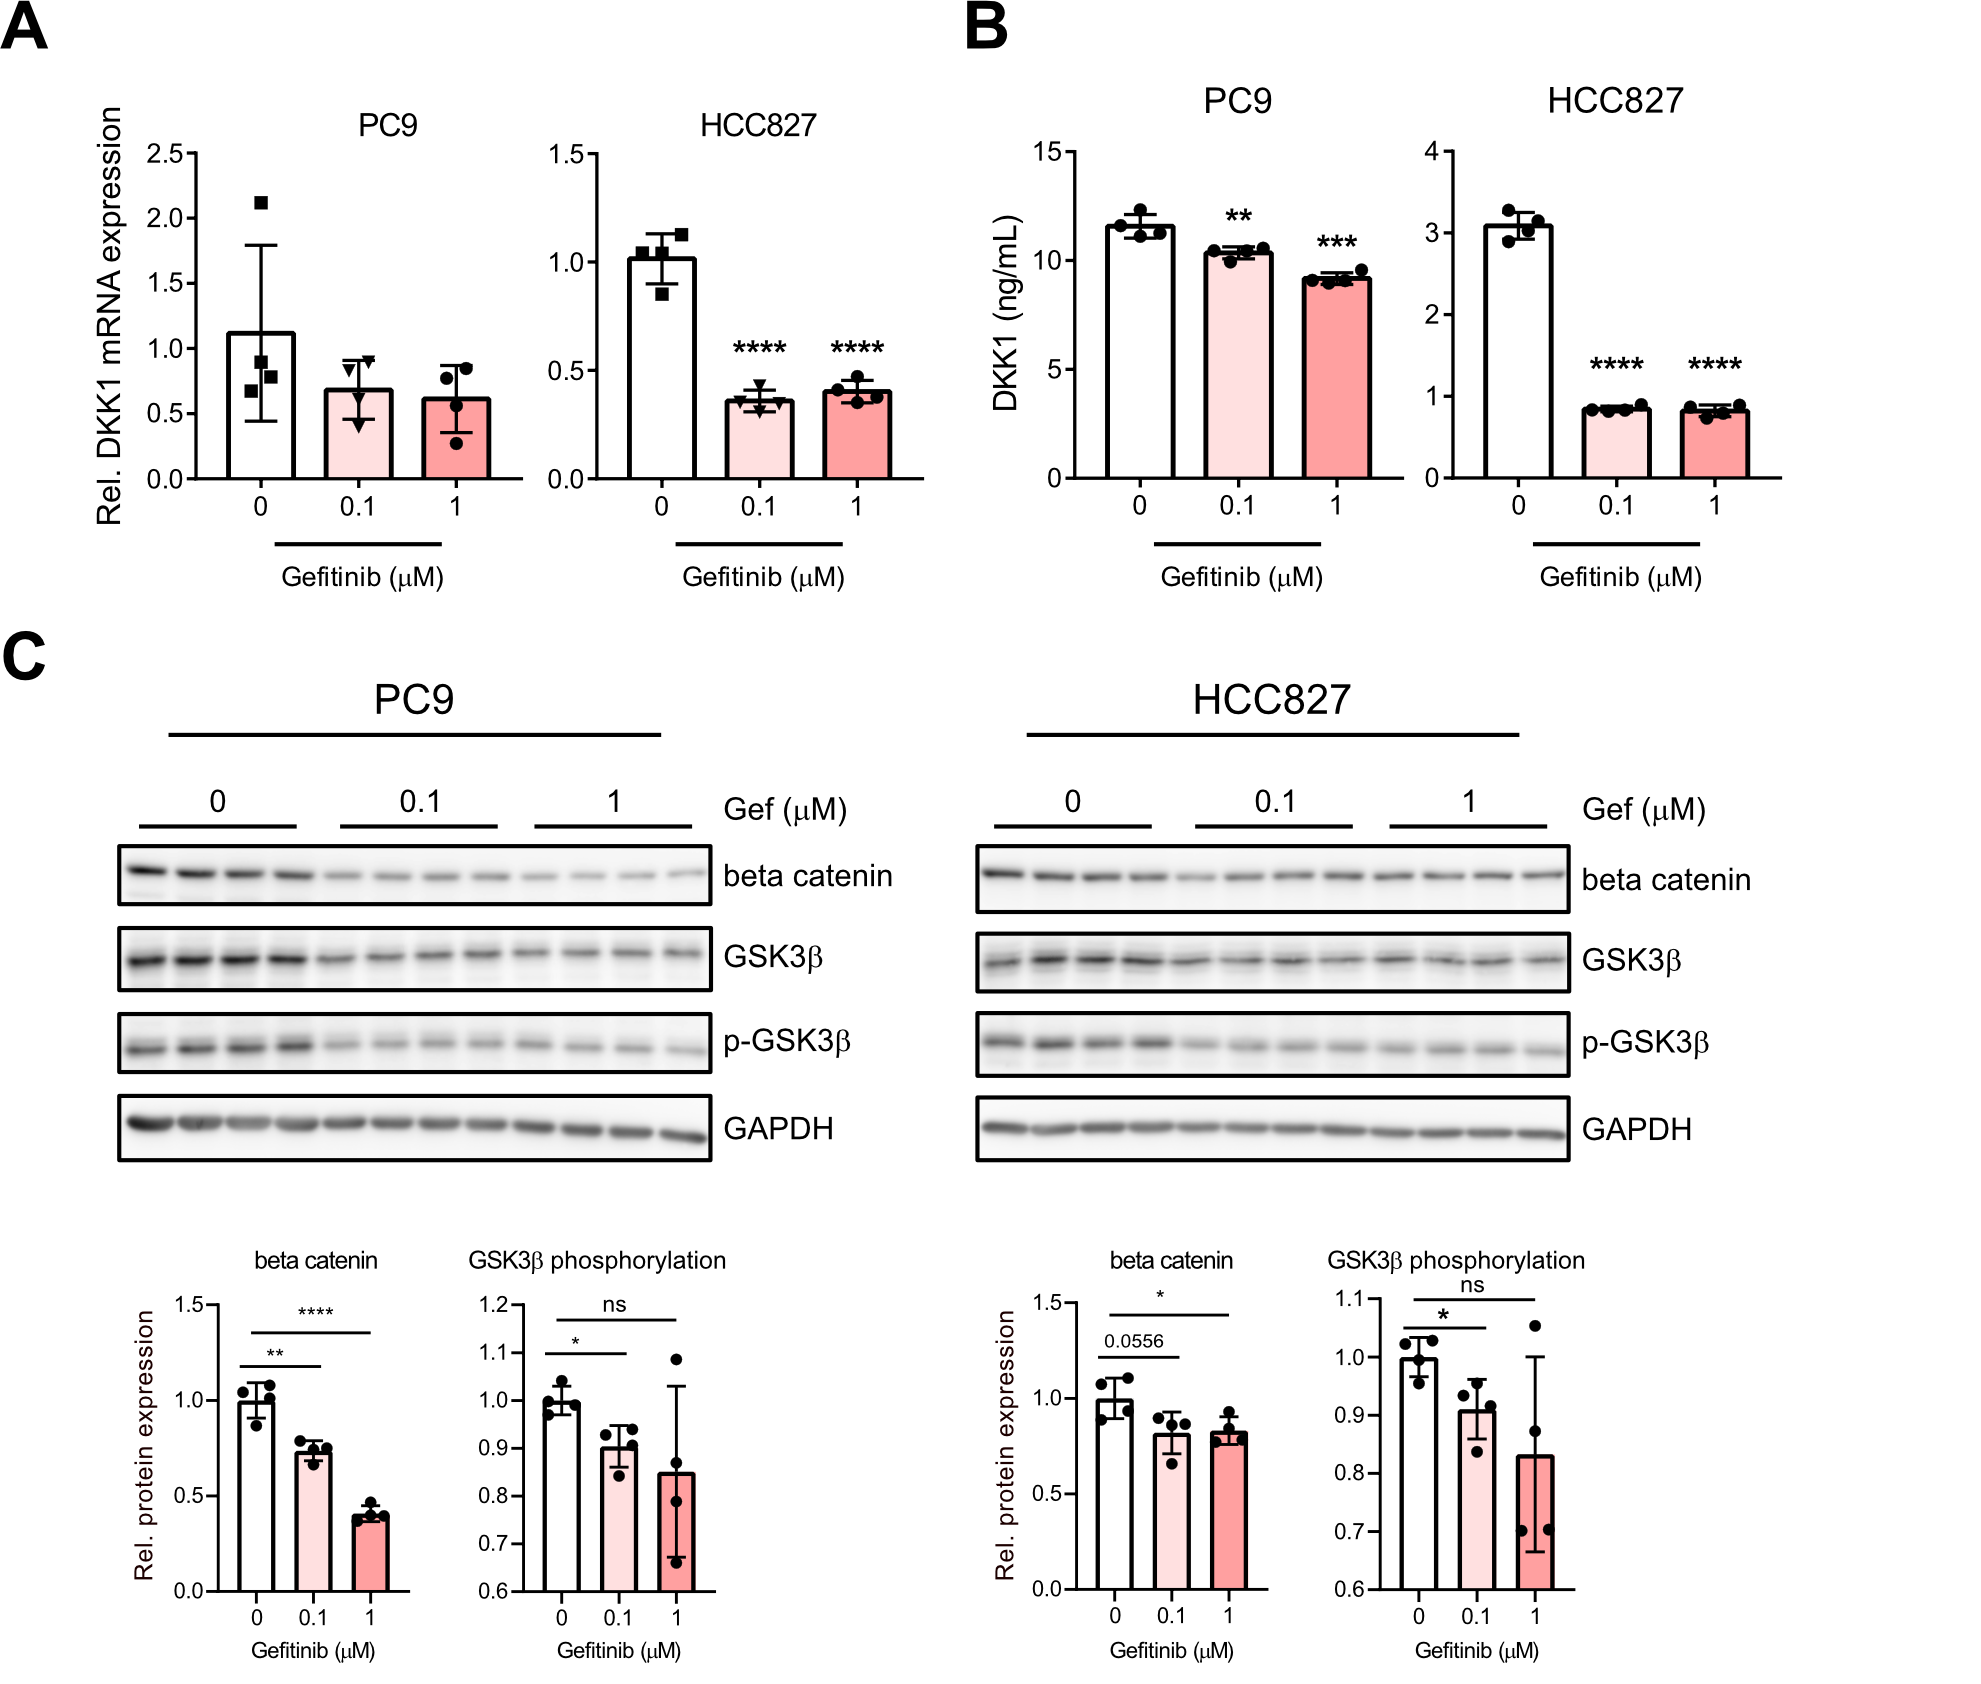

**Supplementary Figure 2. Gefitinib treatment reduces DKK1 expression in NSCLC cell lines**

**(A and B)** The expression levels of *DKK1* mRNA(**A**) and protein (**B**) in PC9 and HCC827 treated with gefitinib for 24 h. **(C)** Changes in GSK-3β phosphorylation and β-catenin protein levels by gefitinib treatment. Total cell lysates were obtained 48 h after gefitinib exposure. All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

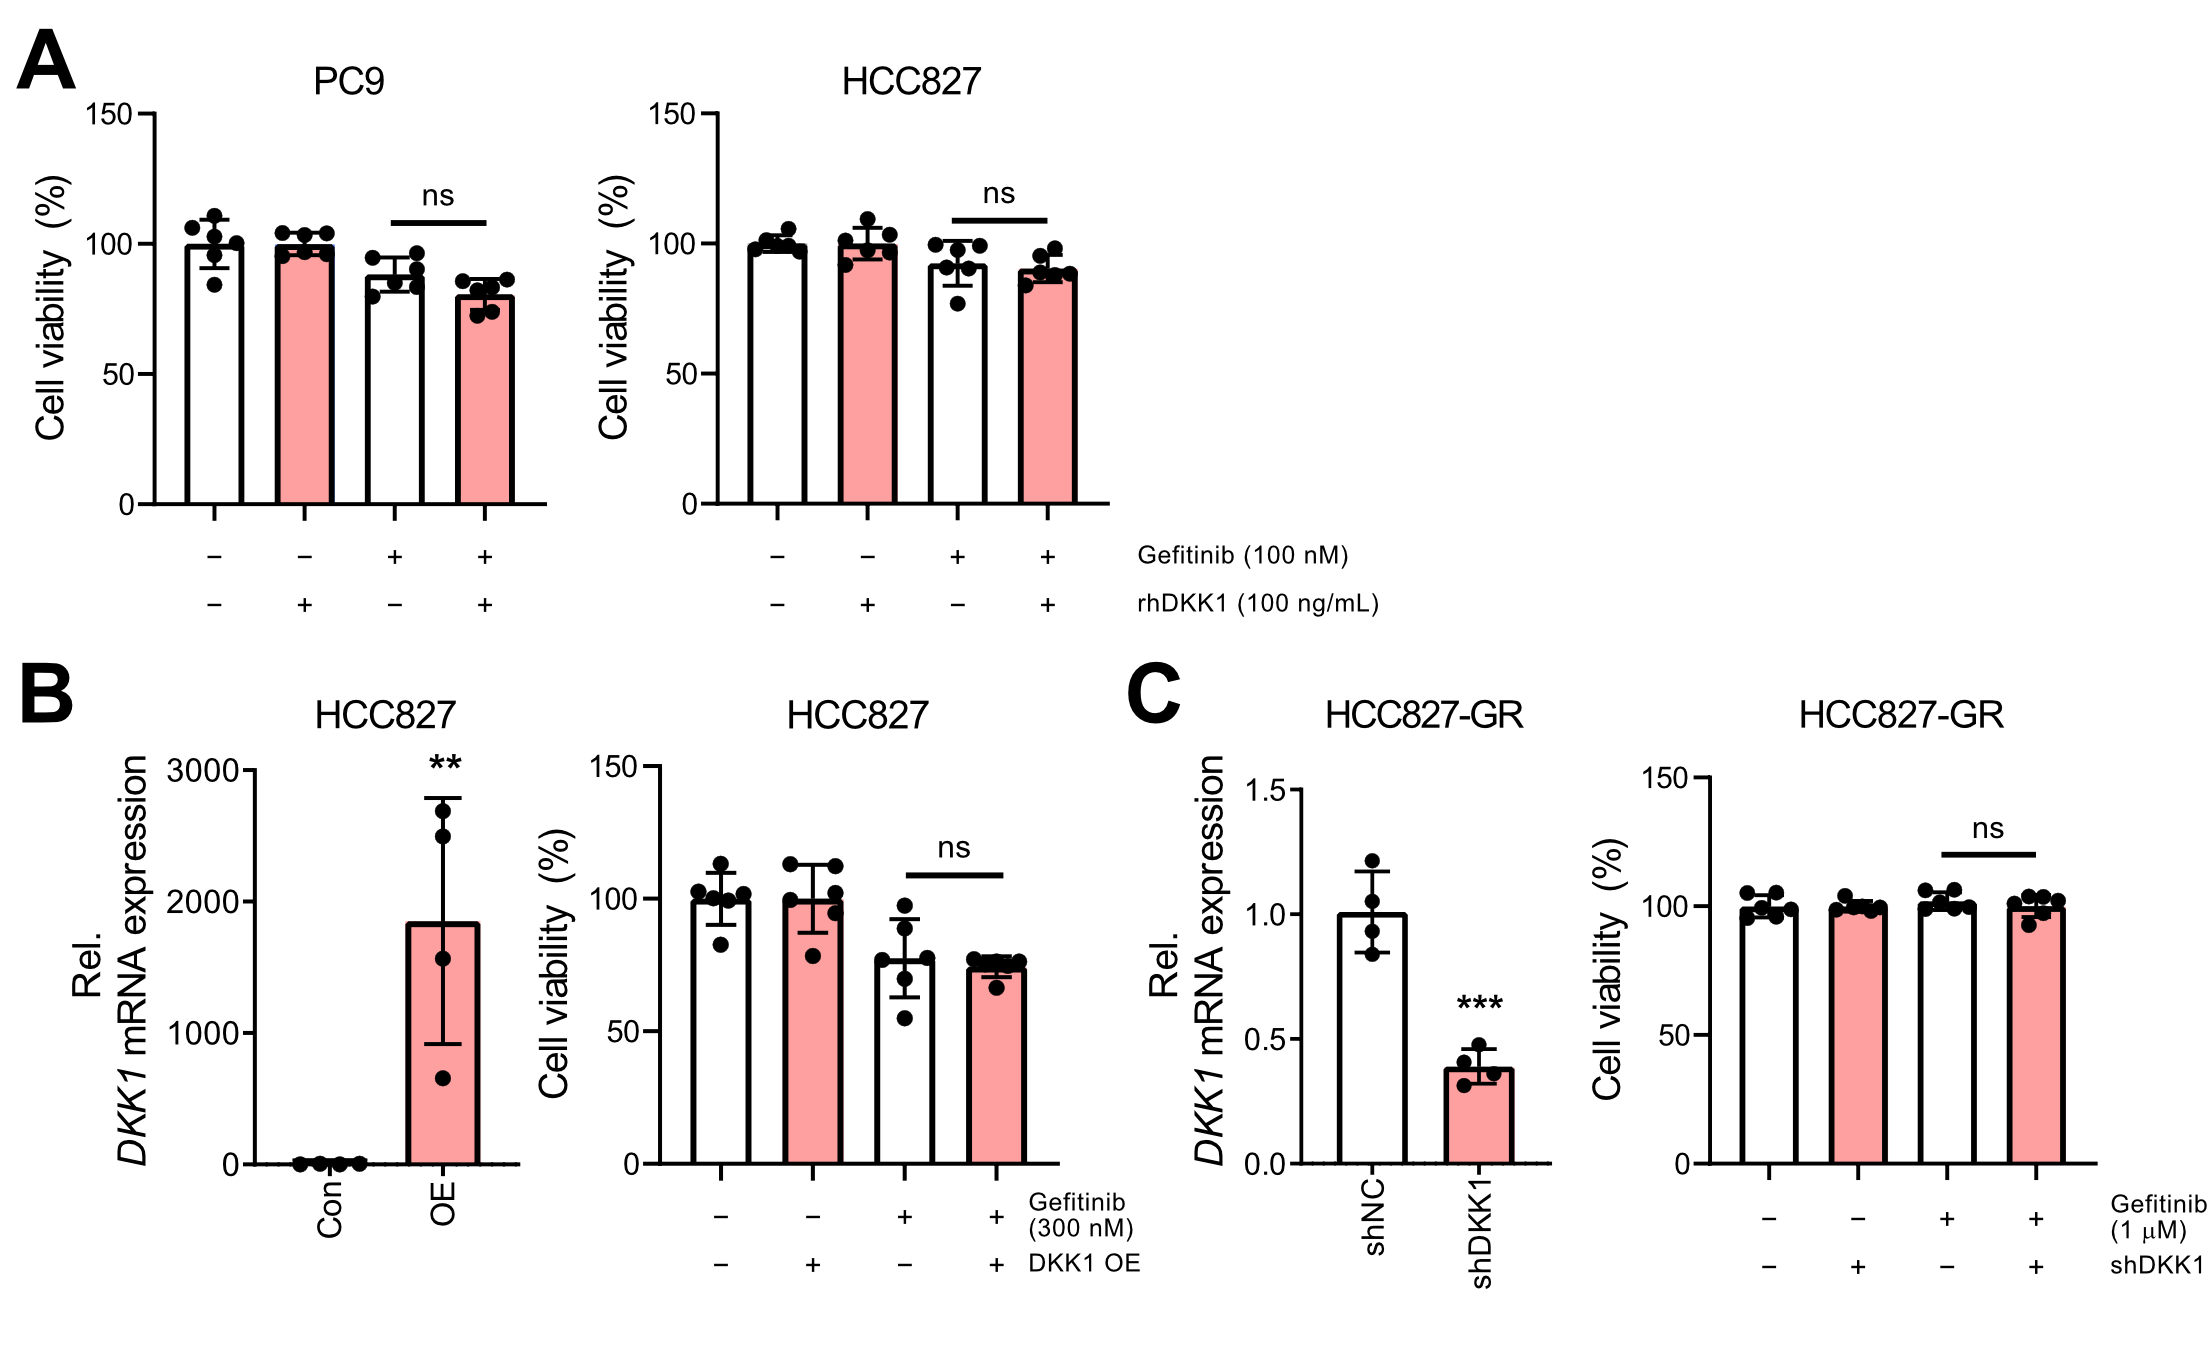

**Supplementary Figure 3. Sensitivity to gefitinib is not affected by DKK1 expression**

**(A)** Cell viability of NSCLC cells. PC9 and HCC827 were incubated with or without 100 ng/mL of rhDKK1 in the presence or absence of 100 nM gefitinib for 24 h. **(B)** *DKK1* mRNA expression in HCC827-LV con and HCC827-DKK1-OE(left). Cell viability of HCC827-LV con and HCC827-DKK1-OE 48 h after 300 nM gefitinib exposure(right). **(C)** *DKK1* mRNA expression in HCC827-shNC con and HCC827-shDKK1(left). Cell viability of HCC827-GR-shNC and HCC827-GR-shDKK1 48 h after 1 μM gefitinib exposure(right). All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

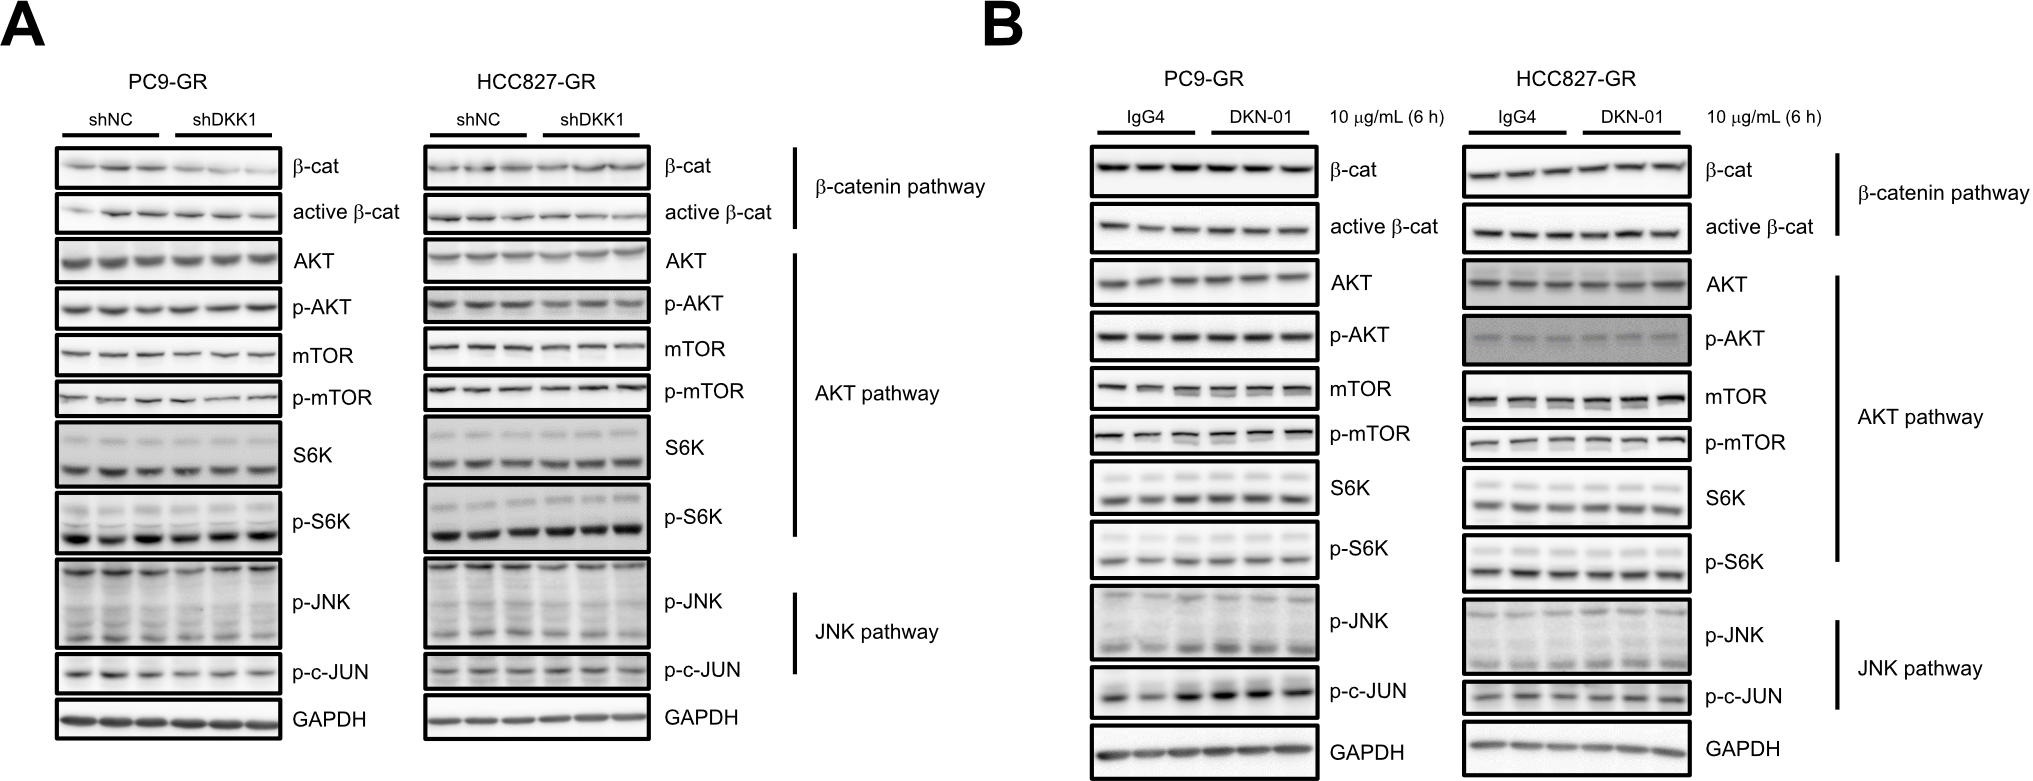

**Supplementary Figure 4. No changes in DKK1 downstream pathways by DKK1 blockade in gefitinib- resistant cells**

**(A and B)** Proteins expression levels of β-catenin, AKT and JNK/c-JUN pathway in gefitinib- resistant cells (PC9-GR d HCC827-GR) after knockdown of DKK1(**A**) or treatment of DKN-01(**B**).

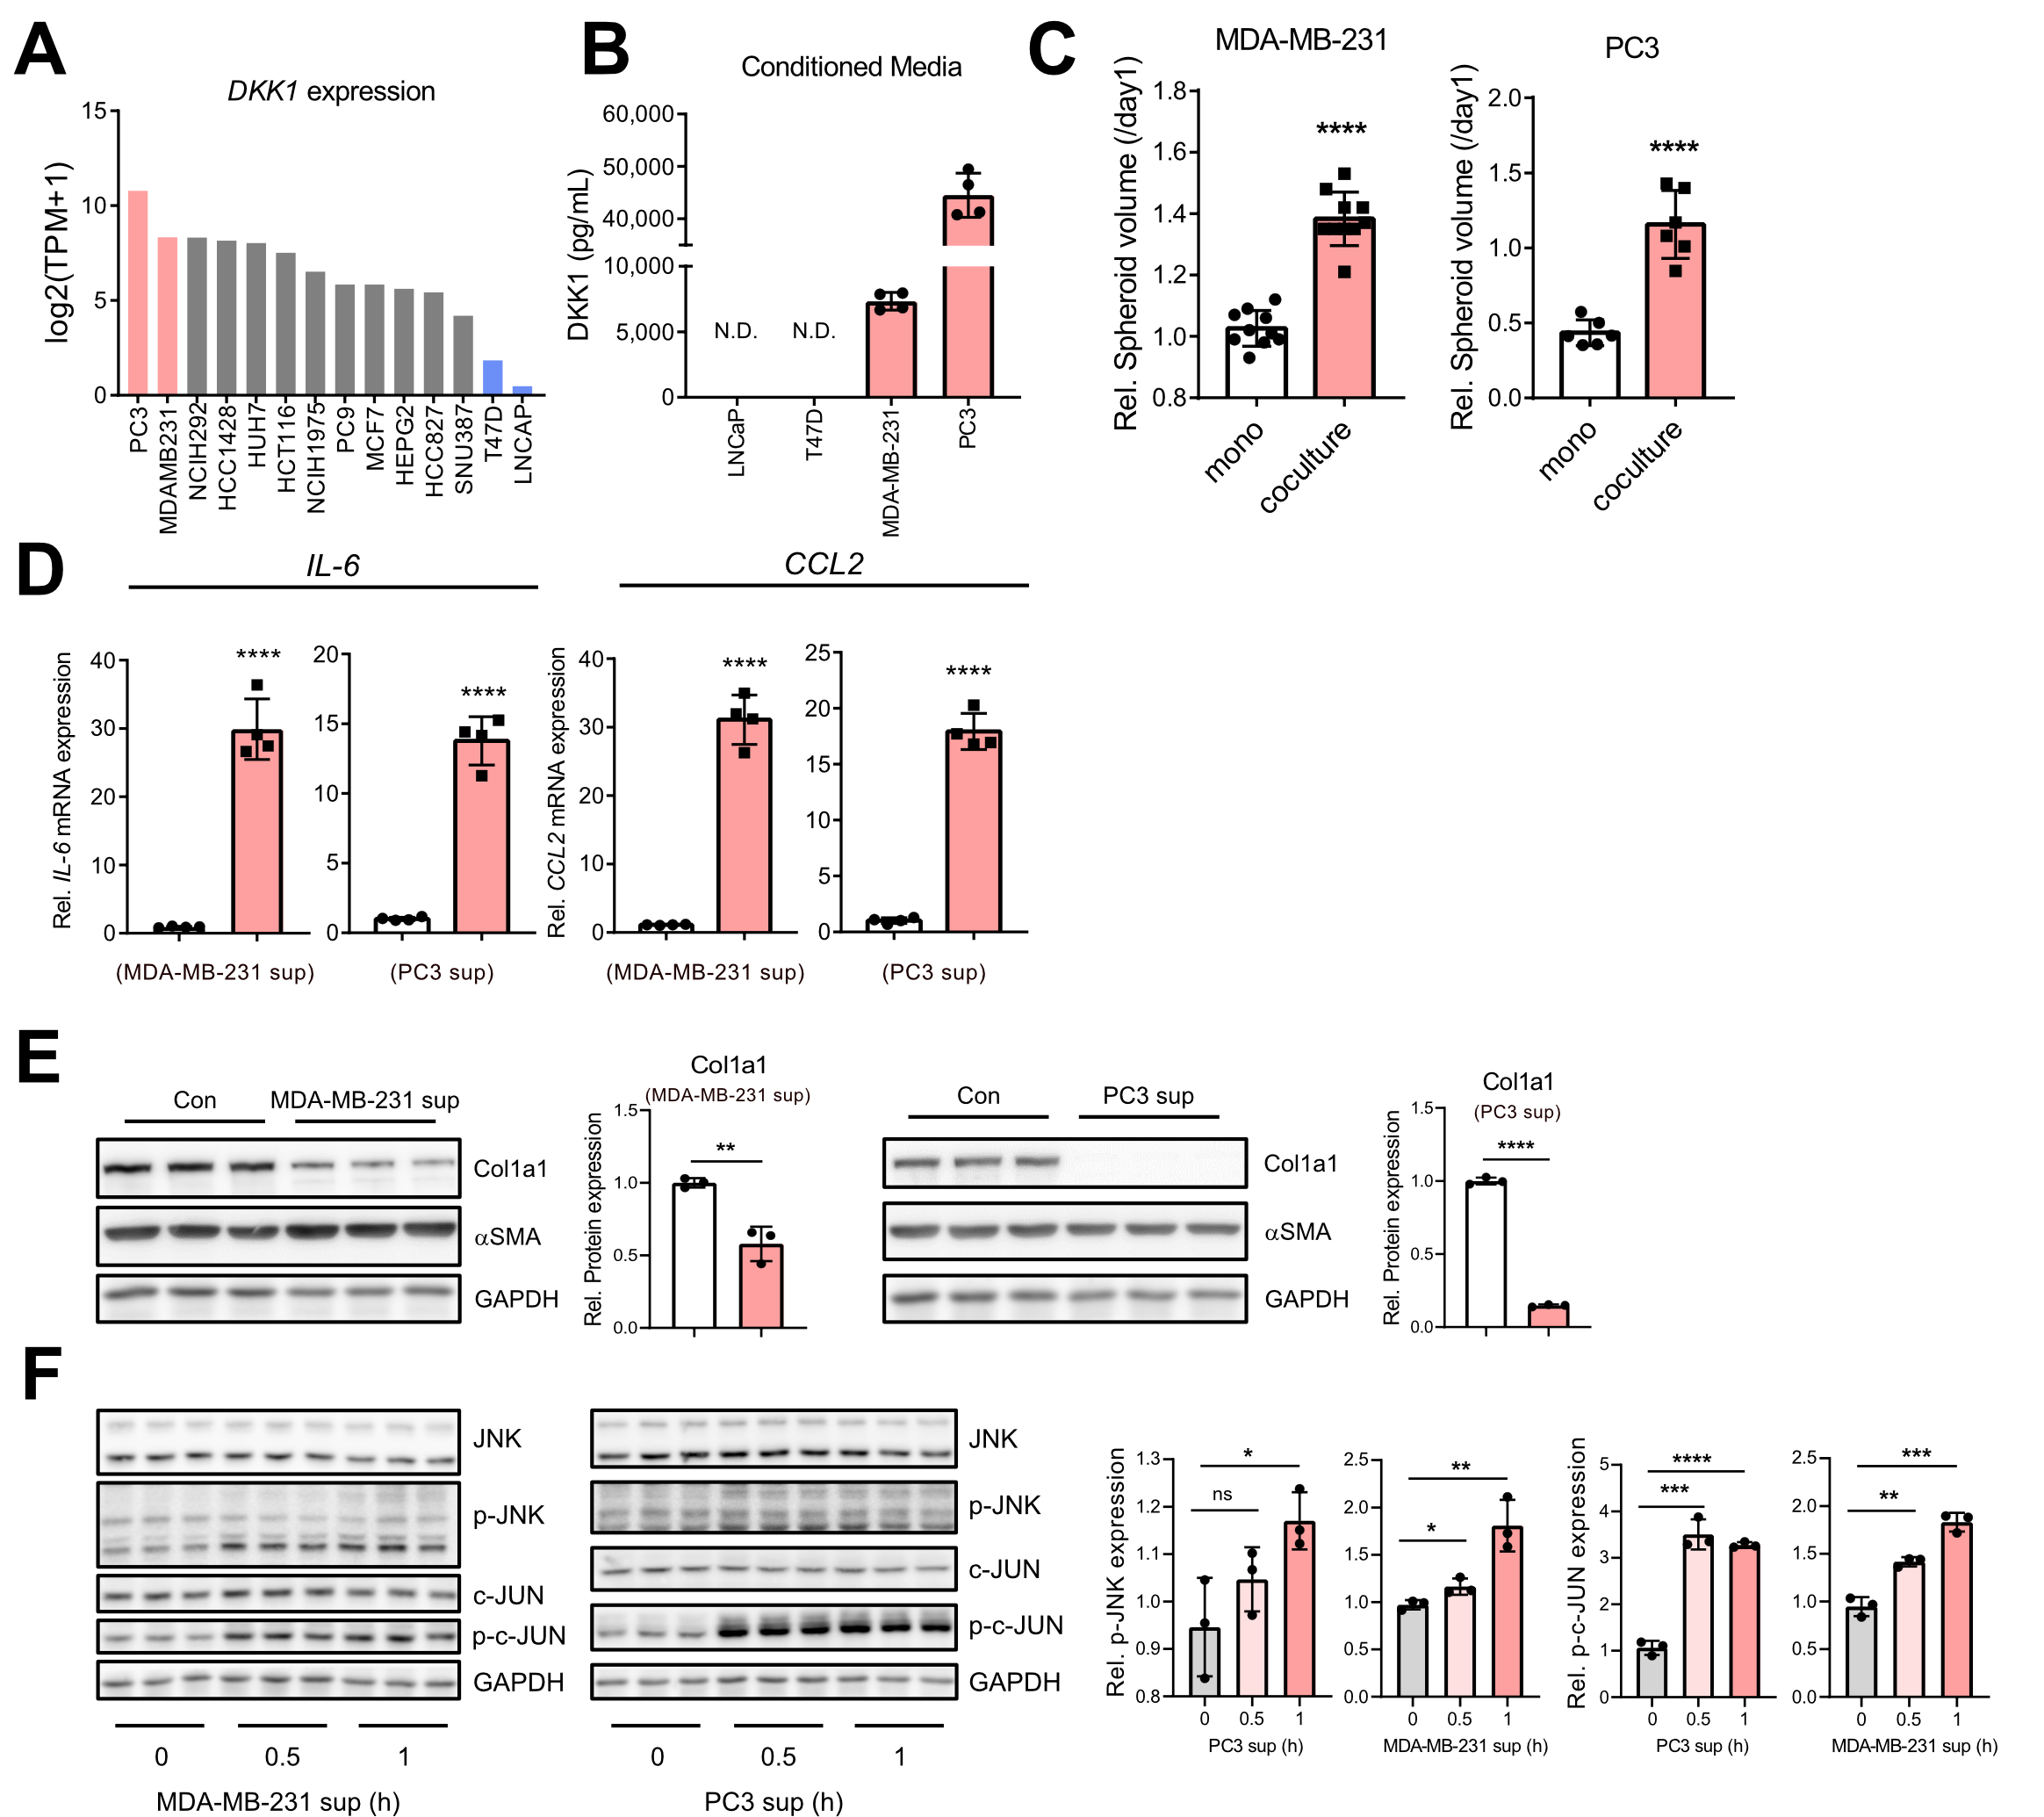

**Supplementary Figure 5. DKK1 high expressing cancer cells can also activate fibroblast**

**(A)** *DKK1* mRNA expression levels of the variety of cancer cell lines. Data was collected from Depmap. **(B)** DKK1 protein levels in culture media of LNCaP, T47D, MDA-MB-231 and PC3. **(C)** 3D spheroid growth rates of cancer cell (MDA-MB-231 or PC3) only or cancer cell cocultured with MRC-5. **(D)** The elevation of *IL-6* and *CCL2* mRNA levels in MRC-5 treated with MDA-MB-231 and PC3 culture supernatants for 6 h. **(E)** Col1a1 and α-SMA protein expression in MRC-5 treated with MDA-MB-231 and PC3 culture supernatants for 48 h. **(F)** Increased phosphorylation of JNK and c-JUN in MRC-5 treated with MDA-MB-231 and PC3 culture supernatants for 30 min or 1 h. All statistical significance of the differences was determined by unpaired two-tailed Student t-test. ns, non-significant; *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001.

**
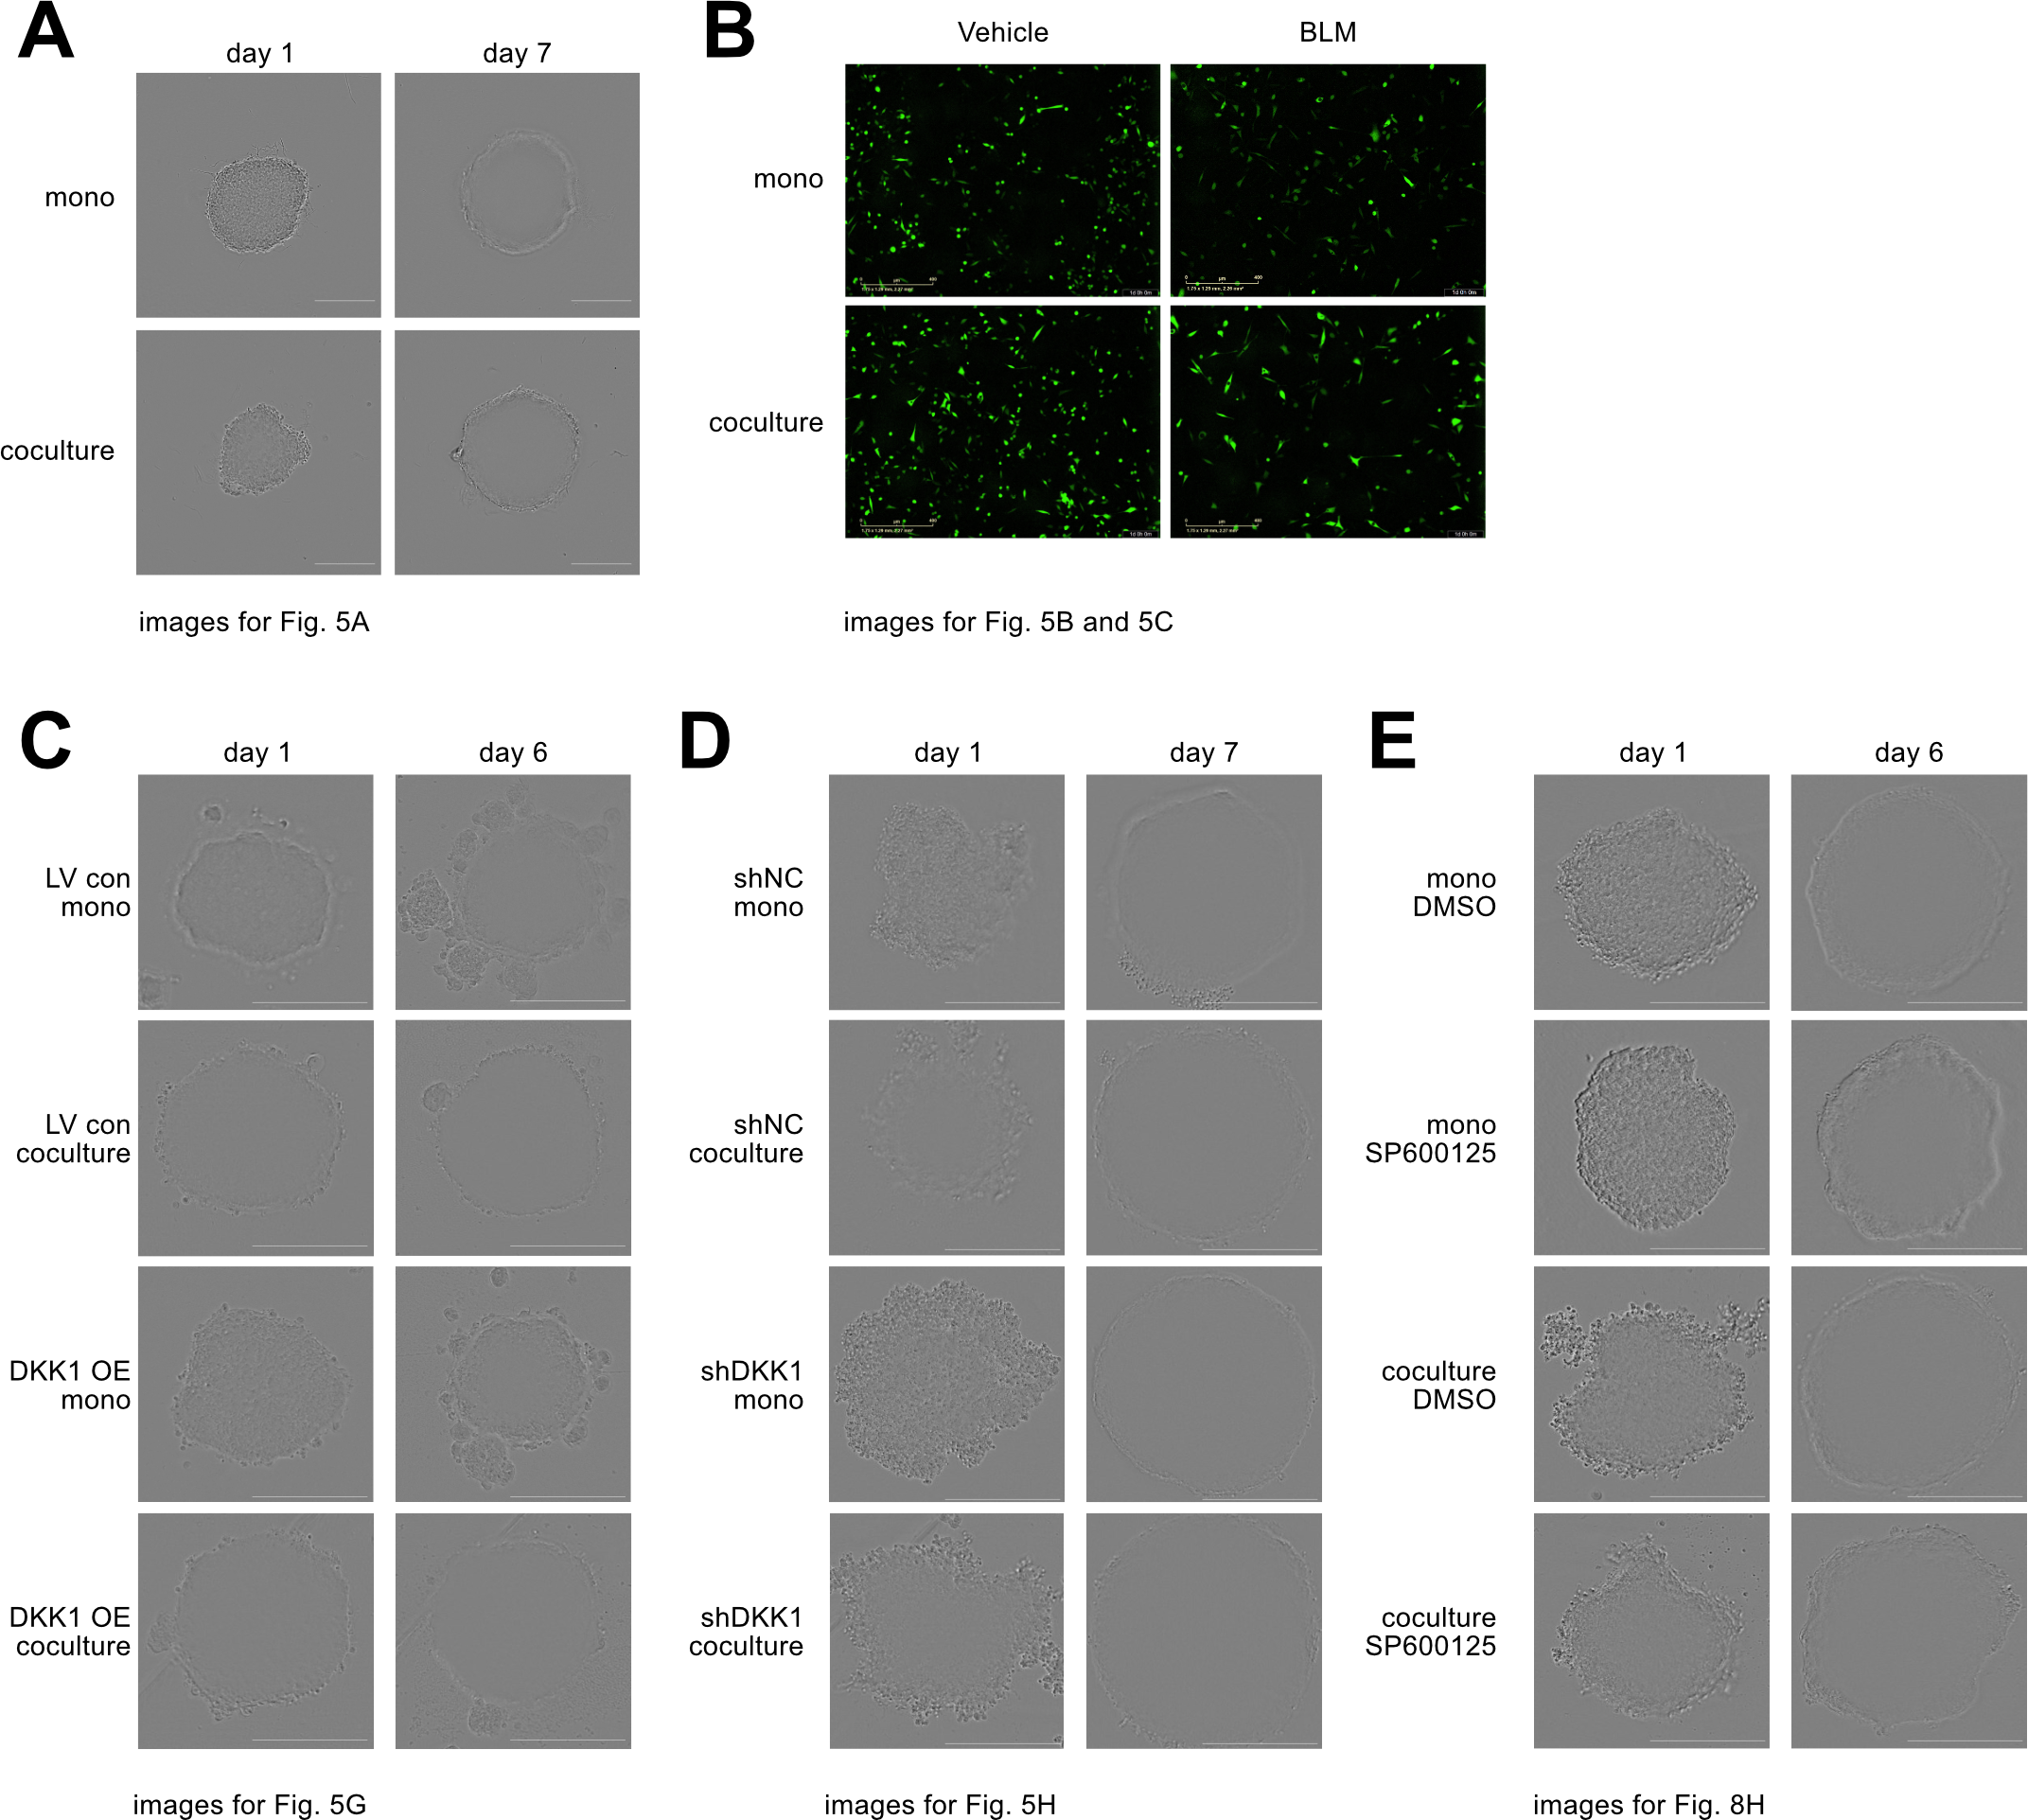
**

**Supplementary Figure 6. Images for spheroid assay and GFP measurement results**

**(A-E)** The images obtained by IncuCyte S3 for main Figure 5A(**A**), 5B and 5C(**B**), 5G(**C**), 5H(**D**), and 8H(**E**). Scale bars for spheroid images represent 400 μm.

How the deposited data were processed for this re-analysis (not part of the article)

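The study sequenced messenger RNA of MRC-5 fibroblasts that had spent 6 h in conditioned medium, with 3 libraries for the control vector and 3 for DKK1 overexpression. The authors deposited a table of 46427 genes with whole read counts per library, not normalized. According to the submitters' processing notes the reads were trimmed with Trimmomatic 0.38 and processed with HISAT2 2.1.0, Bowtie2, SAMtools 1.9 and StringTie 2.1.3b on GRCh38. Whether counting used the strand of the stranded library kit is not given in the sources used here. The counts were used as deposited. The same table holds 12 further columns of FPKM and TPM values, which were not used here. The control columns are numbered 1, 3 and 4 and the titles 1 to 3, so no control column was tied to 1 sample.

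Total counts were 55533042 to 67809657 per library. No pair of libraries held identical counts, and the pair of libraries within a medium that differed least still had a chi-square of 13.2 per gene, so all 6 were counted as separate libraries. Genes were filtered with edgeR's filterByExpr, which left 16430. The counts of these genes were normalized by TMM and tested with edgeR 4.0.16 (estimateDisp, glmQLFit with robust estimation, glmQLFTest, group only), under R 4.3.3. P-values were adjusted by Benjamini and Hochberg and called under 0.05. Levels are TMM-normalized CPM, and the standard error of a log2 fold change is its size divided by the square root of F. Gene symbols are those of the deposited table, and 44698 of its genes were matched by gene identifier to the RefSeq annotation of GRCh38.p14 for coordinates.

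The 30 gene lists, of pathways, cell types and signs of RNA quality, were written before the data were examined, and lists with at least 3 tested genes were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, again with the correlation estimated, and with fry. The inflammatory response and protein secretion lists were recalled after the Hallmark sets and are not copies of them. Enrichment scores came from fgsea 1.28.0, with genes ranked by signal-to-noise of log2(CPM + 1), a pseudocount of 1. It permutes genes and so ignores correlation between them, and camera was therefore set as the main test of lists. Secreted-family genes were chosen by 202 symbol patterns, and matrix genes among them were tested with Fisher's exact test.

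Genes named in the text are those the paper names for these cells or shows legibly in Fig. 6C, the 10 genes in each direction with the smallest p among those with a mean of at least 1 CPM and no overlap between media (taken because fewer than 5 passed the adjusted p in either direction), and up to 4 members of a list with the smallest p. The values of some genes that this rule names are not reported here.

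The gene tests, camera, the enrichment score and the removal of the trend were tested on simulated data. In counts drawn from the real means and library sizes with 200 changed genes, edgeR recovered 62.7% of genes changed by a log2 fold of 1 and made 5 false calls among the 16047 genes tested. DESeq2 recovered 74.6% of these changed genes and made 18 false calls. In a further simulation, a list raised by a log2 fold of 0.5 was called by camera and 0 of the unchanged lists were. Genes were drawn independently there, so it does not show how camera behaves with correlated genes. In the real libraries the estimated correlation was 0.93 for ribosomal protein genes, 0.92 for the markers and 0.12 for protein secretion. A simulated trend with transcript length (rank correlation 0.537) was at 0.00531 after the correction was applied.

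Alternatives set beforehand were DESeq2 1.42.0, no low-count filter, at least 10 counts in every library, upper-quartile normalization, an unadjusted p, estimation without the robust option, each library left out, fry, an estimated correlation and other rankings. Added after the data were seen were limma on log2(CPM + 1), removal of read-through genes, and removal of each library's trend with transcript length and GC content. That trend was fitted with mgcv 1.9.3 to the longest basic GENCODE v29 transcript of each gene, available for 88.9% of tested genes. Raw reads and the sequencing of HCC827 cells were not analysed here.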

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

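Tests of control library 4 against the other controls for the markers, and of summed overlapping genes, were chosen after the results were seen, as was the removal of each library's trend with transcript length and GC content.

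CDRT4, CA5B and ARHGAP11A-SCG5 stood out because genes the paper does not discuss were at least 421-fold, 125-fold and 65.9-fold higher with DKK1 OE medium than a floor of 3 counts per control library. Each overlaps another gene, and the partners CA5BP1-CA5B (log2 fold change -2.53) and TVP23C-CDRT4 (-5.34) were lower. Of the partners of ARHGAP11A-SCG5, SCG5 was lower (-0.41) and ARHGAP11A was not (0.23). None of these partners passed the adjusted p from edgeR (0.39 to 0.76). Counts summed over the overlapping genes had log2 fold changes of -0.22 for CDRT4, 0.41 for CA5B (SD 0.26 and 0.25 within the media) and 0.20 for ARHGAP11A-SCG5, where ARHGAP11A holds most of the counts, so the sum says little there. Reads assigned to different models of the same locus may thus account for CDRT4 and, less clearly, for CA5B. An effect of the medium on which transcript is made stays open and was not tested.

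Ribosomal protein genes (median log2 fold change -0.35), nuclear oxidative phosphorylation genes (-0.35) and long transcripts (0.45) moved as lists the paper does not discuss. Across genes, which are not independent replicates, transcript length had a rank correlation of 0.49 with the difference between the media and of 0.35 with the difference between control library 4 and the other control libraries, which had the same medium, and GC content had -0.50 and -0.69. A library trend with length and GC content is therefore a candidate explanation for part of the pattern. After its removal the ribosomal protein median was -0.21. The remaining difference may come from the medium, from another property of these transcripts or from an incomplete removal of the trend. The removal used the longest transcript of each gene, so these possibilities cannot be told apart. No batch is given in the sources used here, and with an estimated correlation none of these lists passed (adjusted p = 0.59).

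The 5 myofibroblast markers had a median log2 fold change of -0.47, below the 2.5th percentile (-0.42) of 10000 random lists matched on length, GC content and expression, whose own median was -0.29. After the length and GC trend was removed the list still passed camera (adjusted p = 0.0091), but not with an estimated correlation (adjusted p = 0.48). Neither comparison decides whether this trend is the whole cause. The paper reports these markers from the same libraries. The random lists drew each gene separately, whereas the estimated correlation among the 5 was 0.92. With the trend removed the median of the 5 was -0.19, between the bounds set for either outcome. The trend and an effect of the medium thus cannot be told apart as the main source. Control library 4 lay -0.46 from the other controls, next to -0.48 between the media, so a difference between control libraries also cannot be told apart from the medium with 3 libraries each. A wrong label on control library 4 was not tested and stays open, since its 0 counts of CDRT4, CA5B and ARHGAP11A-SCG5, shared with the other controls, are of genes picked because they follow the labels, and single genes that the paper names went both ways, IL6 (17.1 CPM) and CCL2 (31.9 CPM) with this library the farthest control from the DKK1 OE libraries and ACTA2 (522 CPM) with it the nearest. An effect of DKK1 in the medium stays among the open explanations.

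YAP/TAZ target genes, outside the genes the paper discusses in these libraries, had a median log2 fold change of 0.18. Epithelial marker genes, likewise outside them, had a median of -0.38.

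The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. At the adjusted p the real split gave 3 genes and the highest other 1 (1 split with at least as many, the real one included). At the unadjusted p it gave 2083 and the highest other 4935 (3 splits), the latter with DKK1 OE library 1 placed beside control libraries 1 and 3, which points to a structure of the samples. For secreted-family genes it gave 65 and the highest other 124 (3 splits). As -log10 of camera's p, the real and highest other values were 1.43 and 1.56 for the inflammatory response list (2 splits), 2.87 and 5.12 for protein secretion (4 splits), and 4.02 and 3.42 for the markers (1 split).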

How the results depend on the processing

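Removal of the length and GC trend, limma on log2(CPM + 1) and removal of read-through genes were chosen after the data were seen. No paired analysis was possible because the control columns are numbered 1, 3 and 4 and the sample titles 1 to 3, so that the columns were tied only to their group. The alternatives on log2(TPM + 1) and log2(TPM + 0.1) were not run. Depth was not varied, and the cause of each change below was not tested. Of the 172 named genes, 162 kept their direction under every setting run. Many of them were picked from these same libraries, for a small p, no overlap or a place in Fig. 6C. Their kept direction is thus not independent evidence.

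DESeq2 called 17 genes higher and 12 lower, an unadjusted p 916 and 1167, and limma 1 lower. With at least 10 counts in every library 0 were higher, the inflammatory response list passed (median 0.094) and its enrichment score was 1.54. In the main setting (median 0.087) the list passed at an unadjusted p (0.037 from camera). Its score passed at 1.49 on linear CPM and 1.44 by the signed root of F. At the adjusted p from edgeR 0 secreted-family genes passed, so no matrix test could be made. Protein secretion (median 0.10) and the markers (-0.47) lost their call with an estimated correlation and by fry, and the inflammatory response list passed by neither (adjusted p = 0.59 and 0.30).

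With the length and GC trend removed, protein secretion had a median of -0.017 and a score of 1.08, neither past the threshold. The inflammatory response had 0.052 and 1.66, which passed, the median by camera but not with an estimated correlation (adjusted p = 0.48). Reversed were the medians of contractile genes (0.010), collagens (-0.0059), AP-1 genes (0.099), interferon-stimulated genes (-0.071), TGF-beta response (0.079), cholesterol synthesis (0.037), mitochondrial genes (0.017) and pan-fibroblast genes (-0.055), and CKAP4 (0.031), DCBLD2 (-0.044), H2BC12 (0.13), CD68 (0.025), CORO1A (0.19), EGFL7 (0.061) and GSK3B (-0.0030). The median of cholesterol synthesis and SREBP2 targets was also 0.000539 with DESeq2, 0.0049 without a filter and 0.013 with limma, and TGF-beta response at 0.016 with limma.

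Leaving out each library in turn, values ran over 1 to 2106 for genes higher with DKK1 OE medium, 0 to 1722 for genes lower with DKK1 OE medium, 25 to 176 for secreted-family genes with unadjusted p under 0.05, 1.82 to 3.59 for matrix genes among the secreted-family genes with unadjusted p under 0.05, -0.0039 to 0.52 for SLC16A1, -0.047 to 0.080 for JUN, -0.27 to 0.015 for DKK1, 0.050 to 0.30 for protein secretion list, -0.056 to -0.0012 for collagens and collagen processing, -0.047 to 0.030 for AP-1 and immediate early genes, -0.0073 to 0.16 for beta-catenin target genes, -0.012 to 0.073 for interferon-stimulated genes, -0.074 to 0.042 for TGF-beta response genes, -0.052 to 0.0040 for cholesterol synthesis and SREBP2 targets, -0.16 to 0.077 for mitochondrially encoded genes, -0.022 to 0.078 for pan-fibroblast genes, 1.02 to 1.75 for GSEA score of the inflammatory response list, 1.51 to 2.09 for GSEA score of the protein secretion list. The highest counts of genes came without control library 4.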

Differences from the paper's values

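No value read from the paper's Fig. 6B or Fig. 7B differed from the one computed here in sign or by over 1.5 times. For marker folds of -1.3 and -1.4 this bound would also admit almost no change. The paper's values come from the same libraries, so their closeness is not independent evidence. The paper names the inflammatory response among the enriched gene sets. Here its list had a normalized enrichment score of 1.41, near the paper's, about 1.5 in Fig. 6B, read by eye. Its adjusted p over the 30 lists was 0.078 by fgsea, which did not pass, and its unadjusted p was 0.031 by fgsea. The paper calls p-values under 0.05 and names no adjustment over gene sets, so the 2 thresholds may differ. Alternatives set before the data were examined that passed were at least 10 counts in every library (1.54, adjusted p = 0.017), signal-to-noise on linear CPM (1.49, adjusted p = 0.023), the signed root of F (1.44, adjusted p = 0.046) and leaving out control library 4 (1.64, adjusted p = 0.034). Removal of the length and GC trend, chosen after the values were seen, also passed (1.66, adjusted p = 0.039). The others set beforehand did not. The list used is not the paper's gene set.

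The paper describes the 5 myofibroblast markers as significantly reduced. Here each had an unadjusted p under 0.05 and an adjusted p of 0.39 from edgeR, and the settings that passed the adjusted p over all genes were those without control library 4 (adjusted p of at most 0.042). The paper's qRT-PCR has CCL2 higher with HCC827-DKK1 OE medium, and collagen and ACTA2 lower. In these libraries CCL2 had a log2 fold change of -0.22 (adjusted p = 0.42 from edgeR), COL1A1 of -0.23 (adjusted p = 0.48, and -0.35 with adjusted p = 0.043 from edgeR without control library 4) and ACTA2 of -0.39 (adjusted p = 0.39), and IL6, which the paper also has higher, of 0.41 (adjusted p = 0.39).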

Other observations

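Values here are from tests set before the data were examined, except those with the length and GC trend removed. YAP/TAZ target genes were higher as a list in MRC-5 cells with DKK1 OE medium, 22 of 27 with a positive log2 fold change (camera adjusted p = 0.0012, and adjusted p = 0.59 with an estimated correlation). With the length and GC trend removed their median log2 fold change fell from 0.18 to 0.10, and the list still passed camera (adjusted p = 5.1e-04, and 0.48 with an estimated correlation). MYOF, a membrane repair protein gene, was at 423 ± 43.8 CPM (SD, n = 3) with LV con medium and 576 ± 46.4 with DKK1 OE medium, PTPN14, a phosphatase, at 71.4 ± 6.42 and 101 ± 15.9 CPM, and FSTL1 at 1236 ± 54.1 and 1506 ± 85.6 CPM. None of the 27 passed over all genes (edgeR, 5 higher at an unadjusted p under 0.05) or adjusted over the list alone. Epithelial marker genes were lower as a list, 11 of 11 (camera adjusted p = 0.026, and adjusted p = 0.59 with an estimated correlation), KRT18 at 68.2 ± 12.6 and 52.6 ± 8.54 CPM and KRT8 at 26.5 ± 4.03 and 21.6 ± 3.13 CPM, levels that fibroblasts can also reach. The list of epithelial cells did not pass with DESeq2 (adjusted p = 0.056), with no filter (0.20), with at least 10 counts in every library (0.082), by fry (0.30), without control library 1, 3 or 4 (0.10, 0.26 and 0.059), without DKK1 OE library 3 (0.23) or with the length and GC trend removed (0.30, median -0.10). Enrichment scores of both lists passed, 1.94 for YAP/TAZ target genes and -1.80 for epithelial cells (adjusted p = 0.023 and 0.027 by fgsea).

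Among genes with no overlap between the media, RNF169, which acts in the response to DNA breaks, was at 8.99 ± 1.27 and 22.7 ± 3.81 CPM, and FNIP2 at 7.57 ± 1.62 and 17.3 ± 3.26 CPM. Lower were NMB, the neuromedin B gene, at 7.00 ± 0.463 and 3.95 ± 0.123 CPM, and MTLN, a mitochondrial micropeptide gene, at 8.83 ± 0.851 and 4.78 ± 0.552 CPM. None passed the adjusted p from edgeR (0.37 to 0.39). In the simulation, with 200 genes changed, DESeq2 made 18 false calls and edgeR 5. From DESeq2 the adjusted p was 1.5e-07 for RNF169, 3.5e-04 for FNIP2, 0.0063 for NMB and 0.0065 for MTLN. From edgeR without control library 4 it was 0.027 for all 4, and with the length and GC trend removed it was 0.27 for RNF169, 0.41 for FNIP2, 0.48 for NMB and 0.35 for MTLN.

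DKK1, the receptor genes CKAP4, LRP5 and LRP6, and MYC, CCND1, SLC16A1 and JUN did not pass the adjusted p from edgeR (0.57 to 0.93). DKK1 in the fibroblasts was at 33.96 ± 6.92 and 30.3 ± 1.83 CPM, its receptor genes CKAP4 at 1063 ± 76.0 and 1005 ± 43.5, LRP5 at 34.8 ± 3.98 and 38.0 ± 1.18 and LRP6 at 33.9 ± 15.2 and 42.6 ± 10.5 CPM. MYC was at 36.3 ± 3.37 and 38.3 ± 0.288 CPM, CCND1 at 628 ± 36.7 and 689 ± 61.6, SLC16A1 at 60.7 ± 21.9 and 69.3 ± 10.3, and JUN at 65.9 ± 5.96 and 67.0 ± 2.72 CPM. The spread was wide for LRP6 (log2 fold change 0.33, standard error 0.31) and SLC16A1 (0.19, standard error 0.25). From edgeR without control library 4 they were at 0.76 (adjusted p = 0.028) and 0.52 (adjusted p = 0.037), and with the length and GC trend removed at 0.015 and 0.0016. The 18 beta-catenin target genes had a median log2 fold change of 0.11 (camera adjusted p = 0.32). At an unadjusted p under 0.05 from edgeR, TNFRSF19 and AXIN2 were higher and TWIST1 lower. Of 32 genes of DKK1 receptors and Wnt pathway components, 2 were higher (FZD4 and GSK3B) and 0 lower at that threshold (camera adjusted p = 0.13). In both lists 0 passed the adjusted p. Of the 30 lists, 23 did not pass camera (adjusted p = 0.053 to 0.92), and with an estimated correlation none of the 30 did. With the length and GC trend removed, AP-1 and immediate early genes (median 0.099, camera adjusted p = 0.043), TGF-beta response genes (0.079, adjusted p = 0.021) and cell cycle genes (0.046, adjusted p = 0.012) were among 7 of the 23 that passed camera, at 0.48 to 0.57 with an estimated correlation. The list of cell cycle genes also passed with DESeq2 (adjusted p = 0.044), with no filter (0.040) and without control library 1 (0.040), and as an enrichment score (1.77, adjusted p = 0.035 by fgsea). The score of TGF-beta response genes was 1.66 (adjusted p = 0.049 by fgsea), and 0.65 on linear CPM (adjusted p = 0.95 by fgsea).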
